# Cell-type-specific interacting proteins collaborate to regulate the timing of Cyclin B protein expression in male meiotic prophase

**DOI:** 10.1242/dev.201709

**Published:** 2023-11-27

**Authors:** Catherine C. Baker, Lorenzo Gallicchio, Neuza R. Matias, Douglas F. Porter, Lucineh Parsanian, Emily Taing, Cheuk Tam, Margaret T. Fuller

**Keywords:** *Drosophila*, Spermatogenesis, Meiosis, Translation, RNA, Cyclin B

## Abstract

During meiosis, germ cell and stage-specific components impose additional layers of regulation on the core cell cycle machinery to set up an extended G2 period termed meiotic prophase. In *Drosophila* males, meiotic prophase lasts 3.5 days, during which spermatocytes upregulate over 1800 genes and grow 25-fold. Previous work has shown that the cell cycle regulator Cyclin B (CycB) is subject to translational repression in immature spermatocytes, mediated by the RNA-binding protein Rbp4 and its partner Fest. Here, we show that the spermatocyte-specific protein Lut is required for translational repression of *cycB* in an 8-h window just before spermatocytes are fully mature. In males mutant for *rbp4* or *lut*, spermatocytes enter and exit meiotic division 6-8 h earlier than in wild type. In addition, spermatocyte-specific isoforms of Syncrip (Syp) are required for expression of CycB protein in mature spermatocytes and normal entry into the meiotic divisions. Lut and Syp interact with Fest independent of RNA. Thus, a set of spermatocyte-specific regulators choreograph the timing of expression of CycB protein during male meiotic prophase.

## INTRODUCTION

A key aspect of specialization during development and in stem cell lineages is regulation of the cell cycle: when to divide, whether to divide symmetrically or asymmetrically, whether to exit the cell cycle completely or to undertake unusual cell cycles. Unconventional cell cycles include those that skip M phase, leading to polyploidy, and meiosis, which features an extended G2 cell cycle phase termed meiotic prophase. Both extrinsic cues and intrinsic, lineage-specific factors feed into regulation of the core cell cycle machinery to generate cell-type and tissue-specific control of the cell cycle. For example, the well-studied mechanisms that regulate the length of meiotic prophase in females are strongly influenced by extrinsic factors such as hormonal control. In human females, meiotic prophase can last 12-50 years. However, less is known about the mechanisms that regulate meiotic prophase in males, where it tends to last a specified time depending on the species: 12 days in mouse and 3.5 days in *Drosophila*.

Studies of the *Drosophila* male germline are beginning to reveal how intrinsic factors controlled by the male germ cell developmental program impose layers of regulation on core cell cycle machinery components during the specialized cell cycle of meiosis. In *Drosophila* testes, germ cells are arrayed in a roughly spatiotemporal order originating from germline stem cells at the apical tip of the testis (Fig. 1A). When germline stem cells divide they leave a stem cell daughter at the hub and release a daughter cell (gonialblast) that will give rise to all of the later germ cell types. The gonialblast initiates four rounds of synchronous mitotic divisions with incomplete cytokinesis, producing 16 interconnected germ cells that undergo pre-meiotic S phase. During the subsequent meiotic prophase, the resulting spermatocytes grow 25-fold in volume and turn on the massive transcription program required for post-meiotic spermatid differentiation. The 3.5-day meiotic G2 phase is characterized by developmental mechanisms that delay the appearance of core cell cycle regulatory proteins such as Cyclin B (CycB) and the Cdc25 phosphatase Twine (Twe) until just before they are needed for the meiotic divisions (White-Cooper et al., 1998; Maines and Wasserman, 1999).

**Fig. 1.**
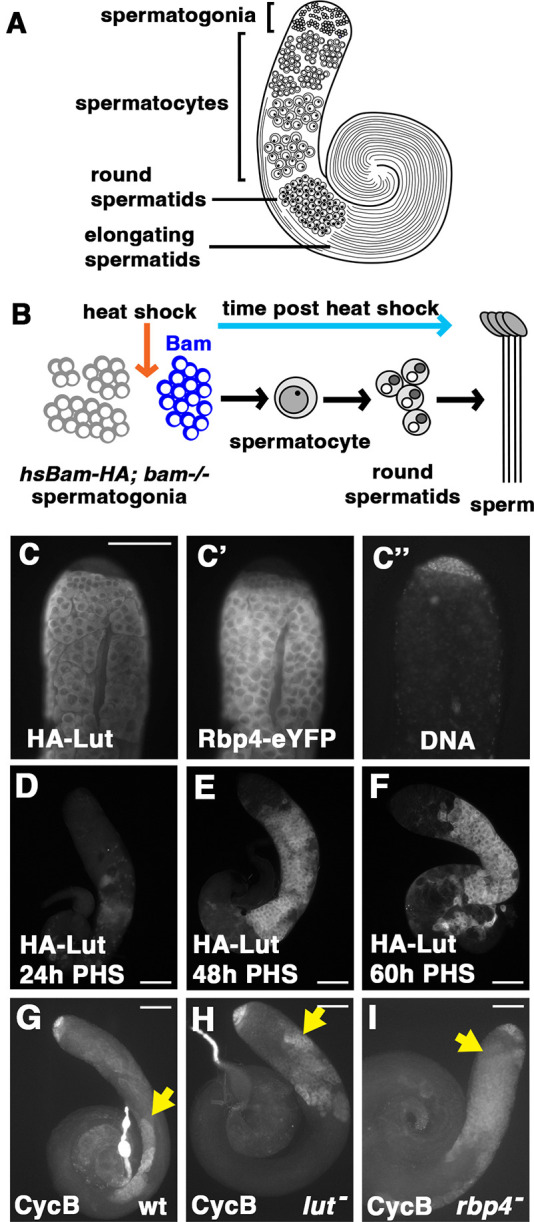
**Lutin is expressed early in spermatocyte development and is required for repression of *cycB* translation in still-immature spermatocytes.** (A) Illustration of testis with major germline cell types labeled. (B) Schematic of the hs-Bam differentiation time-course. (C-C″) Immunofluorescence image of the apical tip of a testis from a male carrying HA-Lut and Rbp4-eYFP transgenes, stained with anti-HA (C), anti-GFP (C′) and DAPI (C″). (D-F) Anti-HA staining of apical tips of testes from flies expressing HA-Lut in the hs-Bam time-course collected at 24 h post-heat-shock (PHS) (D), 48 h PHS (E) and 60 h PHS (F). (G-I) Anti-CycB staining of wild-type (wt) (G), *lut* (H) and *rbp4* (I) mutant testes. Yellow arrows indicate onset of CycB protein expression in spermatocytes. Scale bars: 100 µm.

Here, we show that several cell-type-specific interacting proteins and protein isoforms expressed in spermatocytes regulate the timing of CycB protein expression during male meiotic prophase in *Drosophila*. We had previously shown that the RNA-binding protein Rbp4 and its binding partner Fest were required to repress translation of *cycB* in immature spermatocytes. Rbp4 bound the 130 nt *cycB* 3′ untranslated region (UTR) expressed in spermatocytes in biotin pulldown assays, suggesting that Rbp4 might act directly on *cycB* RNA to block its translation (Baker et al., 2015). We now identify a novel protein Lutin (Lut; encoded by *CG1690*, hereafter known as *lut*), co-expressed at the onset of spermatocyte differentiation with Rbp4 and Fest, that interacts with Fest (and with Rbp4, via Fest) independently of RNA. We show that Lut is also required for cell-type-specific translational repression of *cycB* in spermatocytes, although at a later stage. CycB protein appears about 50 h early in spermatocytes of males mutant for *rbp4*, but only about 8 h early in males mutant for *lut*. Spermatocytes mutant for either *rbp4* or *lut* enter and exit the meiotic divisions about 6-8 h earlier than in wild type, indicating that within the narrow window of late-stage spermatocytes, premature expression of CycB protein may help promote early meiotic entry. We also show that testis-specific isoforms of Syp, the homolog of mammalian SYNCRIP, are required for expression of CycB protein in mature spermatocytes and for normal meiotic progression and post-meiotic differentiation. A cytoplasmic isoform of Syp expressed in spermatocytes binds the *cycB* 5′ and 3′ UTRs and interacts with Rbp4, Fest and Lut via Fest throughout spermatocyte development. Data from the *syp* mutant suggest a role for Syp in stabilizing the *cycB* RNA, and results from *rbp4 syp* and *lut syp* double mutants point to possible models for how the three proteins might act in series or in parallel to regulate *cycB* RNA stability and translation during the extended meiotic G2 prophase.

## RESULTS

### Lutin associates with Rbp4 and Fest

To identify binding partners of Rbp4 and Fest that could help regulate stage-specific *cycB* translation, we immunoprecipitated either Rbp4-eYFP or eYFP-Fest from testis extracts and analyzed the results of immunoprecipitation-mass spectrometry (IP-MS). IP-MS hits were ranked by the ratio of the total number of peptides recovered to the size of the protein predicted by FlyBase (Table 1). As the immunoprecipitations were not performed in the presence of RNAse A, proteins without RNA-binding domains were of particular interest as most likely to co-immunoprecipitate due to protein-protein interactions instead of binding to a common RNA. Lutin co-immunoprecipitated with both Rbp4-eYFP and eYFP-Fest (Table 1) and had no known RNA-binding domains.

**Table 1.**
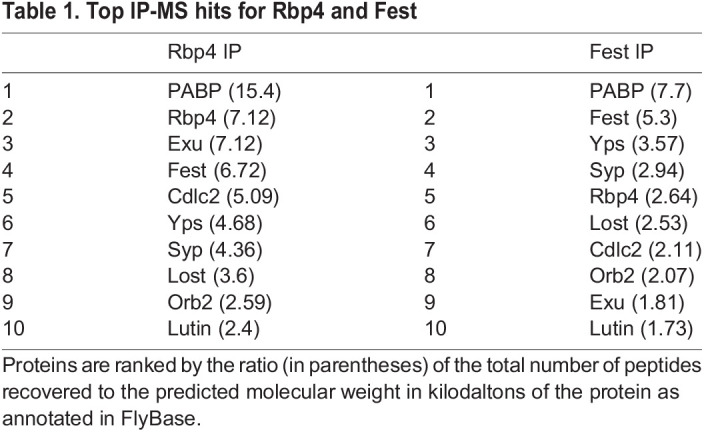
Top IP-MS hits for Rbp4 and Fest

### Lutin represses premature translation of *cycB* in spermatocytes

The *Drosophila* gene *lut* encodes a 15 kD predicted protein, with no currently recognized domains, that is conserved in most Drosophilid species, notably the entire subgenus *Sophophora* as well as Hawaiian *Drosophila*. The only homolog found outside this genus was in *Scaptodrosophila lebanonensis*. We named the gene *lutin* after the small and pleasantly-mischievous French house-elf. Expression of Lutin initiates early in spermatocyte development, as first revealed by RNA-seq data from a heat-shock Bam (hs-Bam) differentiation time-course. This technique exploits the fact that *bam* mutant testes accumulate spermatogonia, but following a short pulse of wild-type Bam expression under the control of a heat-shock promoter, germ cells march through differentiation in rough synchrony (Kim et al., 2017; illustrated in Fig. 1B). RNA-seq analysis of testes from *hsBam; bam* flies subjected to a single pulse of heat shock showed that *lut* RNA was upregulated over 1000-fold by 48 h post-heat-shock (PHS) compared with testes from *bam* flies heat-shocked and cultured in parallel (Kim et al., 2017). A transgene composed of the endogenous *lut* promoter driving a *lut* cDNA with a 3×HA N-terminal tag rescued male sterility of *lut* mutants (Materials and Methods) and showed expression of HA-Lut protein starting in very early spermatocytes (Fig. 1C), in a pattern similar to Rbp4-eYFP (Fig. 1C′); notably, expression of the two reporters did not overlap with the bright DNA signal seen in spermatogonia (Fig. 1C”). Like Rbp4-eYFP, the HA-Lut protein was cytoplasmic. Consistent with the time-course RNA-seq data, expression of HA-Lut from the transgene was not detected in germ cells at 24 h PHS but was robustly expressed in differentiating spermatocytes at 48 h and 60 h PHS (Fig. 1D-F).

Function of Lutin is required to repress premature expression of CycB protein in spermatocytes. A loss-of-function allele of *lut* (*lut^1^*) made by CRISPR microdeletion encodes a Lut protein missing nearly two thirds of its sequence. Immunofluorescence staining revealed expression of CycB protein in spermatocytes closer to the apical tip of the testis in *lut^1^/Df* males (hereafter referred to as *lut* mutants) than in wild type (Fig. 1G,H), although not as apical (early) as seen in testes from males mutant for *rbp4* (Fig. 1I).

### Lut interacts with Rbp4 via binding to Fest

The Lut protein physically interacts with Fest, independently of RNA. Immunoprecipitation of eYFP-Fest with anti-GFP from testis extracts brought down HA-Lut, both in the presence or absence of RNAse A (Fig. 2A, right side). Immunoprecipitation of HA-Lut with eYFP-Fest held true, even in testes mutant for the Fest-interacting protein Rbp4. In contrast, although immunoprecipitation of Rbp4-eYFP brought down HA-Lut from wild-type extracts in the presence and absence of RNAse (Fig. 2A, left side), HA-Lut did not co-immunoprecipitate with Rbp4 in a *fest* mutant background, indicating that Rbp4 requires Fest for its interaction with Lut. Together these data suggest that Rbp4, Fest, and Lut associate with each other with Fest at the center.

**Fig. 2.**
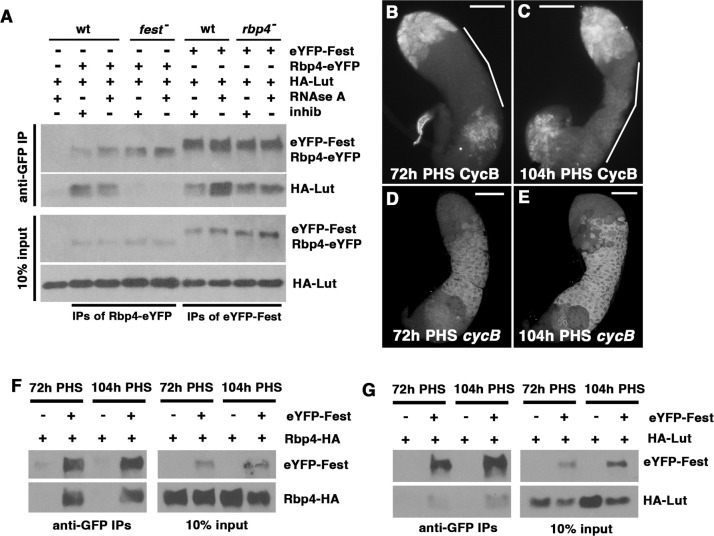
**Lutin interacts with Fest and with Rbp4 dependent on Fest.** (A) Western blots probed with anti-GFP or anti-HA showing proteins immunoprecipitated with anti-GFP from testis extracts from flies expressing HA-Lut and either Rbp4-eYFP (lanes 2-5) or eYFP-Fest (lanes 6-9). Negative control: HA-Lut alone (lane 1). RNAse A or RNAse inhibitor was added as indicated. Flies used in lanes 4-5 were *fest* mutants. Flies used in lanes 8-9 were *rbp4* mutants. (B,C) Testes from the hs-Bam time-course immunostained with anti-CycB. (B) 72 h post-heat-shock (PHS). Segmented line: region of the testis containing spermatocytes. (C) 104 h PHS. Segmented line: CycB-positive spermatocytes. (D,E) smFISH with *cycB* probes on 72 h PHS (D) and 104 h PHS testes (E). (F) Western blots probed with anti-GFP or anti-HA of proteins immunoprecipitated with anti-GFP from testis extracts of flies expressing eYFP-Fest and Rbp4-HA. Samples were dissected at 72 h or 104 h PHS as indicated, and all samples had RNAse A added. Negative control: Rbp4-HA alone. (G) Western blots probed with anti-GFP or anti-HA of proteins immunoprecipitated with anti-GFP from testis extracts of flies expressing eYFP-Fest and HA-Lut. Samples were dissected at 72 h and 104 h PHS, and all samples had RNAse A added. Negative control: HA-Lut alone. Scale bars: 100 µm.

To test whether the switch from *cycB* translational repression to production of CycB protein might be accompanied by a substantial change in the interactions of Lut, Fest and Rbp4, we repeated the co-immunoprecipitation experiments in the hs-Bam time-course genetic background. In the hs-Bam time-course, CycB protein was not detected by immunostaining in spermatocytes at 72 h PHS (Fig. 2B, white line) but was detected in spermatocytes at 104 h PHS (Fig. 2C, white line), just before entry into the first meiotic division, whereas the *cycB* RNA was detected at both timepoints by single molecule fluorescence *in situ* hybridization (smFISH) (Fig. 2D,E). Immunoprecipitation of eYFP-Fest brought down Rbp4-HA and HA-Lut at both 72 h and 104 h PHS (Fig. 2F,G), indicating that the appearance of CycB protein in mature spermatocytes is not likely to be due to dissociation of either Rbp4 or Lut from Fest.

### Lut is required for translational repression of *cycB* in an 8-h window just before spermatocytes are fully mature

Analysis of CycB protein expression in the context of the hs-Bam time-course confirmed that loss of function of Rbp4 and Lut had different effects on the timing of CycB protein expression. Testes from either wild type, *rbp4* or *lut* mutants crossed into the hs-Bam time-course background were collected at 54 h, 84 h, 94 h and 102 h PHS and immunostained for CycB. In wild-type time-course testes, CycB protein was not detected in spermatocytes at the first three timepoints but was detected in spermatocytes at 102 h (Fig. 3A-D). In *lut* mutant time-course testes, CycB protein was detected at 94 h and 102 h but not at 54 h or 84 h PHS (Fig. 3E-H). Notably, the time at which Lut function was required to repress *cycB* translation was much later than the appearance of the Lut protein (48 h PHS, Fig. 1D). In *rbp4* time-course testes, in contrast, expression of CycB protein was detected at all four time points (Fig. 3I-L). Levels of *cycB* RNA detected were comparable across the three genotypes (Fig. S1).

**Fig. 3.**
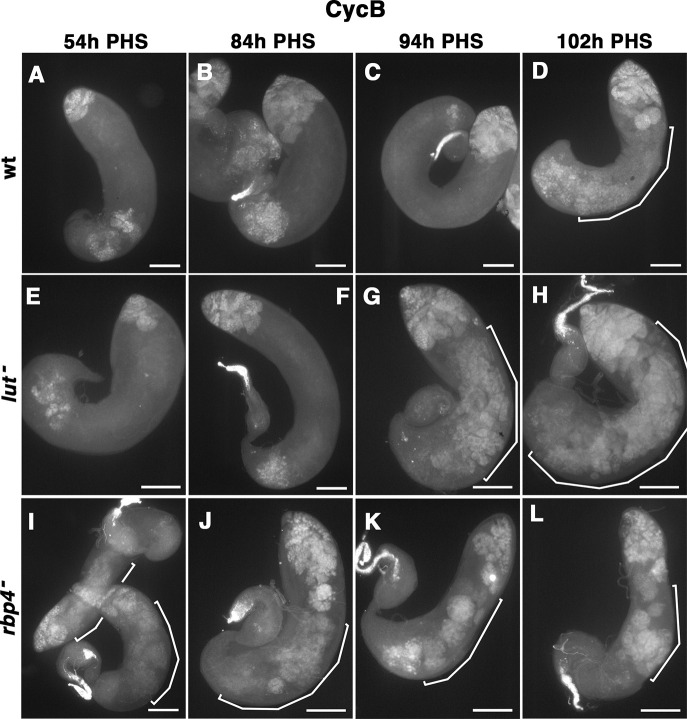
**Ectopic expression of CycB occurs later in *lut* mutants than it does in *rbp4* mutants.** (A-L) Testes from the hs-Bam time-course stained with anti-CycB. (A-D) wild type (E-H) *lut* (I-L) *rbp4*. Segmented lines: CycB-positive spermatocytes. PHS, post-heat-shock. Scale bars: 100 µm.

### Spermatocytes in *lut* or *rbp4* mutants advance to and exit the meiotic divisions 6-8 h earlier than in wild type

Germ cells in *lut* or *rbp4* mutant males entered and exited the meiotic divisions earlier than their wild-type counterparts. In live squashed preparations viewed by phase-contrast microscopy, wild-type mature spermatocytes had a boxy nucleus and a phase-dark, round nucleolus (Fig. 4A), whereas spermatocytes just entering the first meiotic division had a rounder nucleus and a shrunken, crumbly nucleolus (Fig. 4B). Dividing cells were recognizable by their phase-dark array of mitochondria associated with the meiotic spindle (Fig. 4C), and post-meiotic early round spermatids had a characteristic phase-light round nucleus paired with a phase-dark round mitochondrial derivative (Fig. 4D). Testes from wild-type, *lut* or *rbp4* mutant males in the hs-Bam time-course background were scored for presence of germline cysts containing cells that had advanced at least as far as meiotic entry (Fig. 4E) and for presence of cysts of round spermatids (Fig. 4F). At 106-108 h PHS, more than half of wild-type time-course testes contained at least one cyst showing meiotic entry, whereas *lut* and *rbp4* mutants hit that benchmark at 98-100 h PHS and 100-102 h PHS, respectively. Appearance of cysts of round spermatids ran about 6 h earlier in both *lut* and *rbp4* mutants compared with wild-type testes, as about one-third of testes from those two mutant genotypes contained at least one cyst with round spermatids at 104-106 h PHS (versus 110-112 h PHS in wild type).

**Fig. 4.**
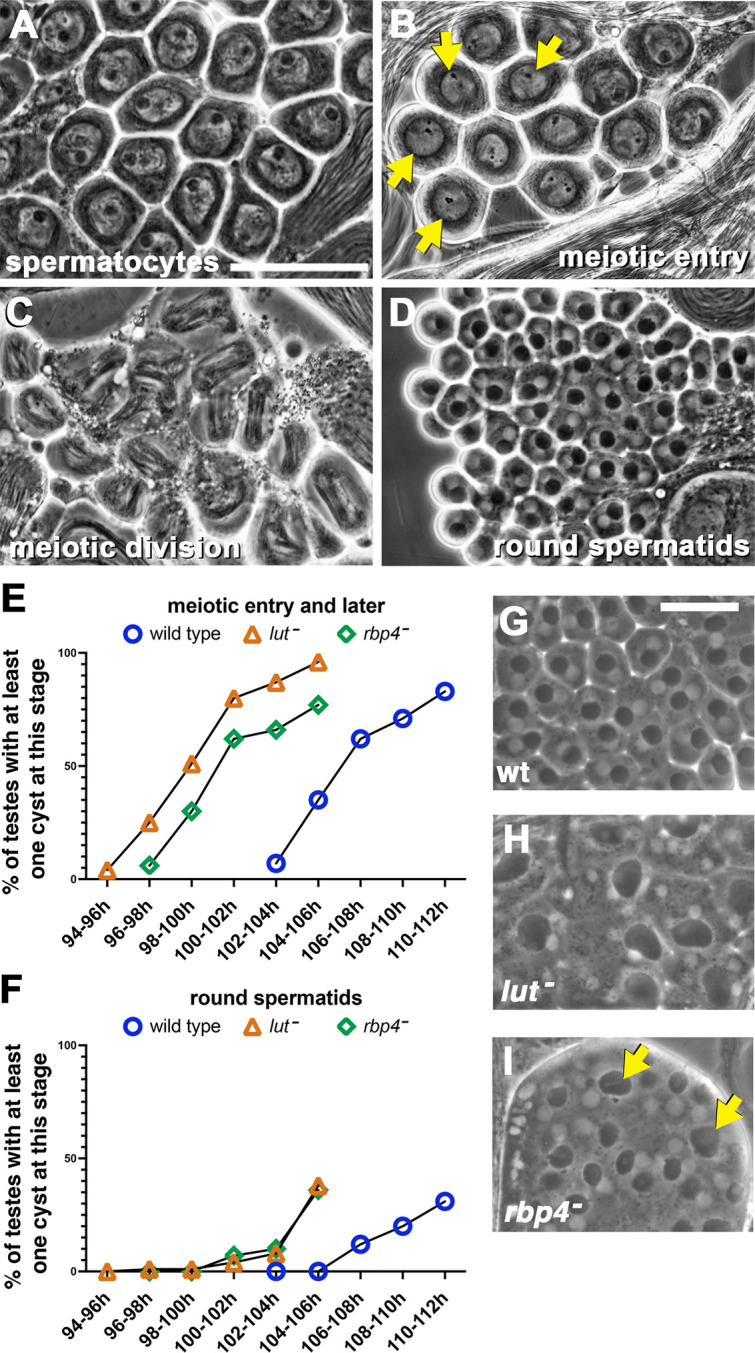
***lut* and *rbp4* mutant spermatocytes enter and exit the meiotic divisions earlier than in wild type.** (A-D) Phase-contrast imaging of unfixed wild-type (wt) testis squashes. (A) Mature spermatocytes. (B) Spermatocytes initiating meiotic entry, showing rounded nuclei (arrows) and crumbly nucleoli. (C) Cells in the first meiotic division. (D) Round spermatids, each with a small phase-light nucleus and phase-dark mitochondrial derivative. (E,F) Graphs showing percentage of testes from wt, *lut* mutants and *rbp4* mutants with at least one cyst at meiotic entry or later (i.e. including stages shown in B-D) (E) or at least one cyst with round spermatids (F). *N*=100 for each timepoint/genotype combination. (G-I) Phase-contrast imaging of testis squashes with round spermatids from wild type (G), *lut* mutants (H) and *rbp4* mutants (I). Arrows in I show larger-than-normal nebenkern, indicating at least one failed meiotic cytokinesis. Scale bars: 50 µm (A-D); 25 µm (G-I).

Loss of function of *lut* resulted in defects in cytokinesis after meiosis I and meiosis II. In wild type, the meiotic divisions produced round spermatids with one nucleus and one phase-dark mitochondrial derivative, with these two structures normally of uniform size cell-to-cell within a given cyst (Fig. 4G). In *lut* mutants, however, round spermatids typically had four nuclei and one large mitochondrial derivative per cell (Fig. 4H), suggesting complete failure of cytokinesis after meiosis I and II. In contrast, the *rbp4* mutant usually had early round spermatids with the normal one-to-one arrangement of nucleus and mitochondrial derivative, with occasional two-fold larger mitochondrial derivative, indicating much milder cytokinesis defects (Fig. 4I).

### Spermatocyte-specific isoforms of Syp are required for CycB protein expression in mature spermatocytes

To identify factors required for expression of CycB protein in mature spermatocytes, we probed function of predicted RNA-binding proteins expressed in spermatocytes in a small-scale RNAi screen, focusing on transcripts that were low in *bam* mutant testes (spermatogonia) but high in *aly* mutant testes (containing mostly spermatocytes in meiotic arrest), as ascertained by microarray (Chen et al., 2011). RNAi of *syncrip* (*syp*) under control of the Bam-GAL4 driver resulted in spermatocytes that failed to enter the meiotic divisions and arrested, prompting further investigation.

*Drosophila* Syp is the homolog of human SYNCRIP (synaptotagmin binding cytoplasmic RNA interacting protein) (Mizutani et al., 2000; McDermott et al., 2012). Detailed analysis showed that spermatocytes express novel isoforms of Syp RNA and protein. The *syp* locus is complex, with four known promoters, a set of common/shared exons and four possible C-terminal options, generated by alternative splicing (Fig. 5A) that encode predicted proteins with different C-terminal regions (Fig. S2E). Results from RNA-seq, CAGE and RT-PCR analysis indicated that promoters 1 and 4, which produce transcripts with alternate N-terminal coding sequences, fire early in spermatocyte development (Lu et al., 2020 and this study). RT-PCR confirmed that of the four annotated promoters in the *syp* locus, two (promoters 1 and 4 in Fig. 5A) were highly expressed in testis but much less so in head (Fig. S2A). Expression from promoters 1 and 4 was not detected in *bam* testes (0 h PHS), which have spermatogonia but not spermatocytes, but was detected at 24 h PHS and increased by 48 h PHS (Fig. S2A). Promoters 2 and 3 were expressed in testis and head and did not show stage-dependence in the time-course (Fig. S2A, second and third rows).

**Fig. 5.**
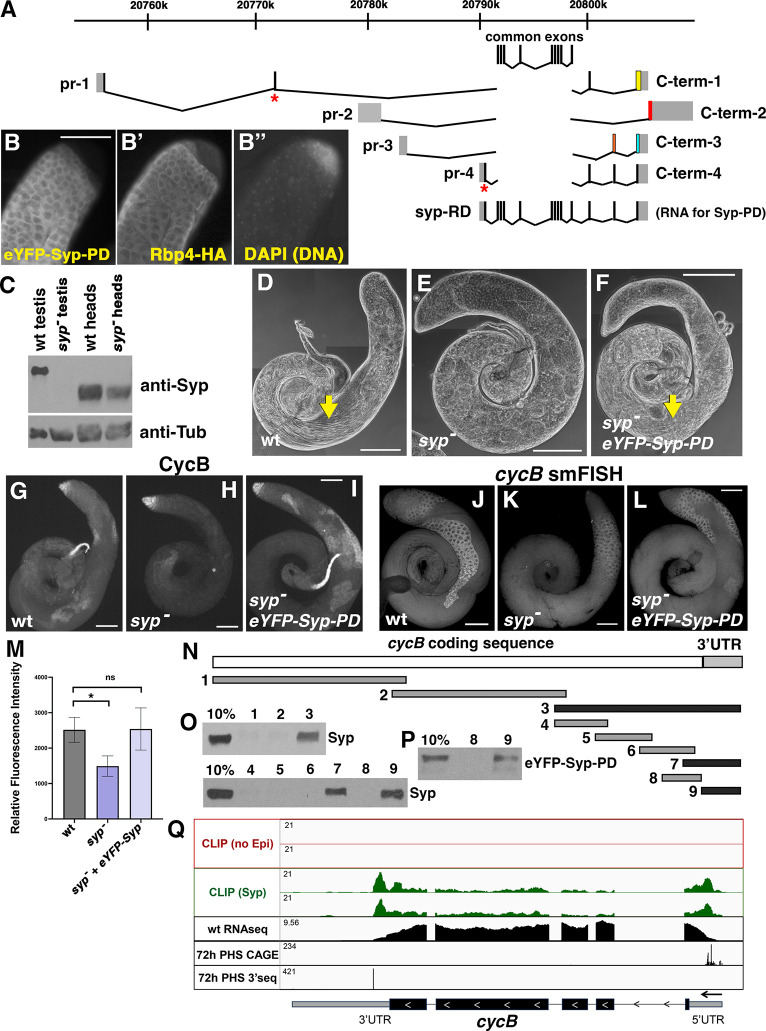
**Loss of function of isoforms of Syp upregulated in testis leads to loss of CycB expression in spermatocytes.** (A) The *syp* genomic locus, showing four promoters and four possible C-terminal ends, based on the FlyBase annotation. Different colors of the C-terminal exons indicate differences in protein isoforms as in Fig. S2E, due to different C-terminal splice forms and/or shifts in reading frame in shared exons. The exons common to all *syp* transcripts are shown above. Asterisks indicate location of the two CRISPR-induced microdeletions that together make the *syp^dub^* allele. The complete *syp-RD* transcript is shown in full. (B-B″) Apical tip of a testis carrying eYFP-Syp-PD and Rbp4-HA transgenes, immunostained with anti-GFP (B) and anti-HA (B′). (B″) DAPI (DNA). (C) Western blots probed with anti-Syp (top) and anti-Tubulin (bottom) of lysate from wild-type (wt) testes, *syp* mutant testes, wild-type heads and *syp* mutant heads The *syp* mutant here and throughout the paper is *syp^dub^/Df*. (D-F) Phase-contrast images of wild-type testes (D), *syp* mutant testes (E) and testes from *syp* mutants carrying *eYFP-Syp-PD* (F). Arrows indicate elongating spermatids. (G-I) Anti-CycB on wild-type testes (G), *syp* mutant testes (H), and testes from syp mutants carrying *eYFP-Syp-PD* (I). (J-L) smFISH with probes against *cycB* on wild-type testes (J), *syp* mutant testes (K) and testes from syp mutants carrying *eYFP-Syp-PD* (L). (M) Quantification of smFISH signal in spermatocytes from the genotypes in J-L. Values represent the mean signal measurement for three testes per genotype. Brackets denote standard deviation. Wild type versus *syp*, *P=0.0190; wild type versus *syp*;*eYFP-Syp-PD*, *P*=0.9526 (ns, not significant) (Welch's *t*-test). (N) Diagram of numbered biotin probes tiled across the *cycB* coding sequence and 3′ UTR showing probes that brought down Syp (black) and probes that did not (gray). (O) Western blots probed with anti-Syp of proteins isolated by biotin pulldown from wild-type testis extract, with probe number indicated. (P) Western blot probed with anti-GFP of biotin pulldowns with probes 8 and 9, from testis extract from eYFP-Syp-expressing flies. (Q) Integrated Genomics Viewer snapshot of the *cycB* locus, with annotated transcript isoform, gene transcribed from right to left. Tracks from top to bottom: CLIP signal from two replicates of wild-type (no-epitope) controls [CLIP (no Epi)]; CLIP signal from two replicates eYFP-Syp [CLIP (Syp)]; wt RNA-seq signal; CAGE signal marking the transcription start site at 72 h post-heat-shock (PHS) (Lu et al., 2020); 3′-seq signal marking where the spermatocyte transcript ends at 72 h PHS (Berry et al., 2022). Note that the 3′ UTR of the transcript isoform expressed in spermatocytes is shorter than the annotated isoform, as indicated by the 3′ seq peak. Scale bars: 100 µm (B-B″,G-L); 200 µm (D-F).

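The wild-type RNA-seq signal was obtained from whole testes of males that carried the *bam-GAL4* driver, in 2 biological replicates of 150 pairs of testes each. Poly(A) RNA was made into directional libraries, in which the strand of each transcript is preserved, and sequenced from both ends. The authors trimmed the reads, mapped them to the dm6 build of the *Drosophila* genome with a 2-pass STAR alignment, and counted uniquely mapped read pairs on each annotated gene with STAR. The deposited values are these raw counts for 17559 genes, without normalization, given once without regard to strand and once for each strand. The counts on the sense strand were used here. They summed to 76729354 on genes in replicate 1 and 74329235 in replicate 2, which was 70.2% and 66.3% of all read pairs in the count tables. Unmapped read pairs made up 22.8% in replicate 1 and 27.2% in replicate 2, and read pairs that mapped to several places made up 2.70% and 2.40%. Read pairs that overlapped more than 1 gene, 3.24% and 3.09%, were counted on no gene.
RPKM was calculated from these counts after the paper's methods, with the median length of the transcript isoforms as the gene size. The sum of the counts on genes was taken as the library size, a choice that the paper's text does not name. Isoform lengths came from Ensembl release 115, which uses the same genome build but is later than the authors' annotation. Genes were matched by ID alone, and 306 of the IDs counted had no model in that release and so no RPKM. Older IDs were not traced to newer ones, so a gene filed there under another ID is missing from the ranks and windows. These 306 held 3.32% of the counts in replicate 1 and 3.36% in replicate 2. Among them FBgn0000556 had 122625 and 132888 counts. A gene was taken as detected with at least 1 count in either replicate, which left 15463 genes with an RPKM. Each value below is the mean of the 2 replicates with its SD, and since the reads carried no molecular identifiers, counting error alone can understate the spread. Across the detected genes, which are not independent replicates, log2(CPM + 1) of the replicates had a Pearson correlation of 0.998. As a check for 1 library deposited under both replicates, the counts were compared over 14172 genes. They differed by more than the sampling noise, with a chi-square of 50.3 per degree of freedom. edgeR put their biological coefficient of variation at 0.0888 over the 13328 genes with at least 10 counts in each replicate. Of the 11878 genes with at least 100 counts in the 2 replicates together, 98.0% lay within 1.5-fold between them.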

Of the four 3′ splice options at the *syp* locus, two (C-term-1 and C-term-4) showed robust expression starting soon after the switch from spermatogonia to spermatocytes in the hs-Bam time-course. These two C-terminal options were not detected in head or *bam* mutant testes, but appeared in testis at 24 h PHS and increased by 48 h PHS in the hs-Bam time-course (Fig. S2A, fifth and eighth rows). In contrast, C-term-2 and C-term-3 showed broad expression in testis and head (Fig. S2A, sixth and seventh rows).

The predominant RNA products in testis had the testis-enriched promoters paired with the testis-enriched C-terminal splice forms, or the generally-expressed promoters paired with the generally-expressed splice forms. RT-PCR with pairwise combinations of forward primers corresponding to either promoter 1, 2 or 4 and reverse primers from C-term-1, 2 or 4 showed PCR products from testis extracts for promoter 1 with C-term-1 and -4 only, for promoter-2 with C-term-2 only, and for promoter 4 with all three 3′ splice options (although C-term-2 was the least abundant) (Fig. S2B). These data suggest that the generally-expressed promoter 2 either fires at very low levels in spermatocytes or fires in a different cell type within the testis, such as spermatogonia or somatic cells.

A tagged minigene transgene termed eYFP-Syp-PD (FlyBase annotation), containing a cDNA representing transcript *syp-RD* (promoter 4+C-term-4, Fig. 5A) and 573 bp of sequence directly upstream of the predicted transcription start site (TSS) for promoter 4 drove expression of the eYFP-Syp protein starting in early spermatocytes (Fig. 5B), at about the same time as expression of Rbp4-HA (Fig. 5B′), and not overlapping with the bright DNA signal in the spermatogonial compartment (Fig. 5B”). The protein isoform encoded by the eYFP-Syp-PD transgene was entirely cytoplasmic, consistent with the lack of a predicted nuclear localization sequence (NLS) (Fig. S2E). Reporter transgenes made with either promoter 1 or promoter 4 and with C-term-1 showed nuclear expression in early spermatocytes (consistent with the presence of a predicted NLS encoded by C-term-1), and both nuclear and cytoplasmic localization later (Fig. S2C,D).

Several existing loss-of-function alleles at the *syp* locus that affect all *syp* isoforms result in semi-lethality when placed over a deficiency. To sharply reduce Syp function in the male germline while leaving somatic function of Syp largely intact, we created a doubly-mutated allele of the *syp* locus that disrupted all isoforms emanating from the two predominantly germline promoters. Co-injection of CRISPR RNAs targeting the unique N-terminal coding sequences transcribed from promoters 1 and 4 resulted in creation of a *syp* allele (*syp^dub^*) with a pair of microdeletions, one downstream of each promoter, that resulted in frameshifts and early termination of the corresponding proteins. Flies that were *syp^dub^/Df* (hereafter referred to as *syp* mutants) were viable and female-fertile but male-sterile. Syp protein was not detected by anti-Syp western blot in testes from *syp* mutant flies under conditions where Syp protein was easily detected in wild-type testis extracts (Fig. 5C). While Syp protein was completely gone from the male germline in *syp*, some Syp protein was detected in somatic cells upon immunostaining with anti-Syp of *syp* mutant testes (Fig. S2F,G). Co-staining for Syp (Fig. S2H) and Traffic Jam (Tj) (Fig. S2H′) indicated that the isoforms of Syp present in somatic cyst cells can localize to the nucleus (arrows) as well as the cytoplasm. The Syp protein detected in somatic cyst cells likely was expressed from RNA originating from promoters 2 or 3.

Syp is needed in the male germline for progression through the meiotic divisions and post-meiotic differentiation. In wild-type testes, elongating spermatids were clearly visible (Fig. 5D, arrow), whereas in *syp* mutant testes, no elongating spermatids were observed, and mature-sized late-stage spermatocytes accumulated (Fig. 5E; see also Fig. 7). The eYFP-Syp-PD transgene partially rescued the *syp* phenotype, with elongating spermatids visible (Fig. 5F, arrow).

**Fig. 6.**
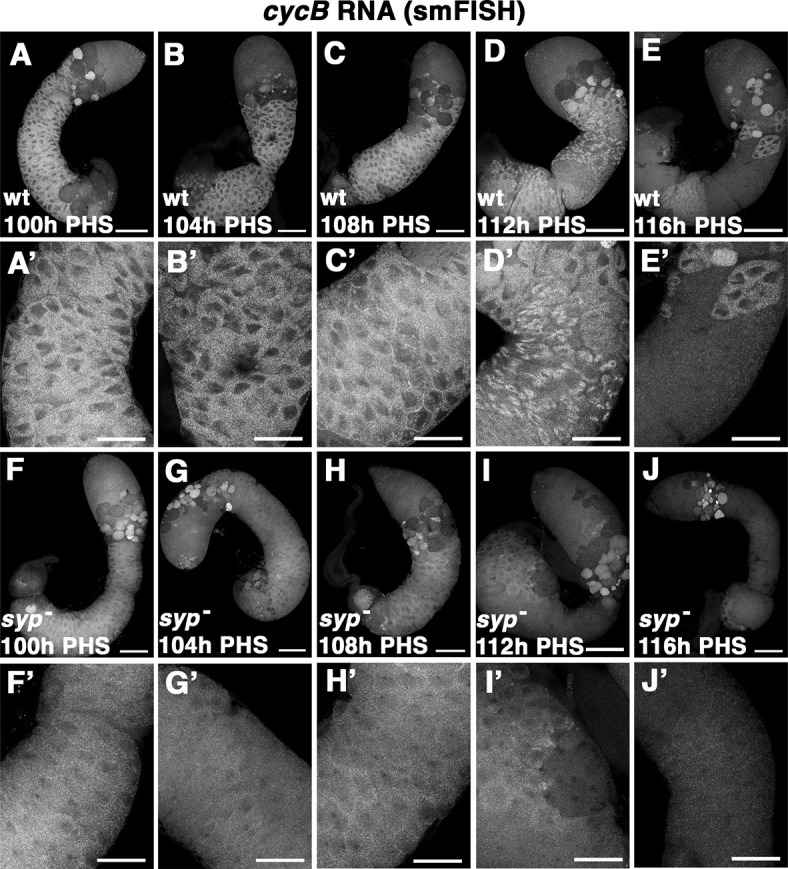
***cycB* RNA levels are lower but detectable through 108 h PHS in *syp* mutants.** (A-J) Testes from time points in the hs-Bam time-course probed for *cycB* RNA by smFISH. (A-E) Wild-type time-course testes. (A′-E′) Higher magnification of spermatocyte regions of A-E. (F-J) *syp* mutant time-course testes. (F′-J′) Higher magnification of spermatocyte regions of F-J. 100 h, 104 h, 108 h, 112 h and 116 h post-heat-shock (PHS) as indicated for both genotypes. Scale bars: 100 µm (A-J); 50 µm (A′-J′).

**Fig. 7.**
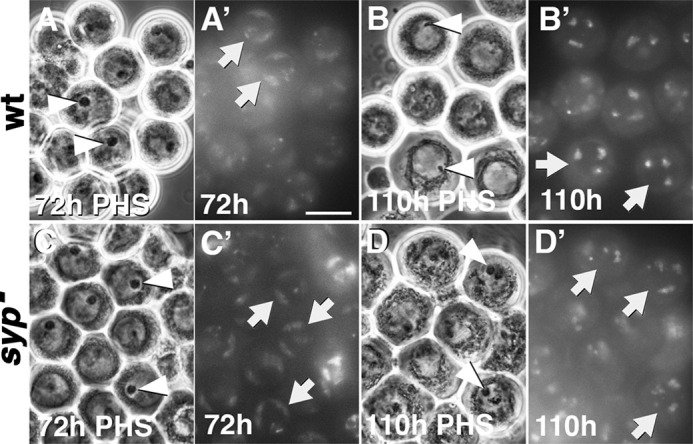
**Spermatocytes mutant for *syp* arrest before prometaphase.** (A-D′) Phase-Hoechst images of spermatocytes in squashed preparations of testes from the hs-Bam time-course on wild type (A-B′) and *syp* mutants (C-D′) at 72 h or 110 h post-heat-shock (PHS) as indicated. (A,B,C,D) Phase-contrast. (A′,B′,C′,D′) Hoechst (DNA). Arrows in A′, B′, C′ and D′ point roughly to the outer edge of the nucleus of interest. Arrows in A′ and C′ indicate nuclei with chunky, crescent-shaped chromosomes; arrows in B′ indicate nuclei with condensed chromosomes; arrows in D′ indicate nuclei with partially condensed chromosomes. Arrowheads in A, C and D indicate intact nucleoli; Arrowheads in B indicate broken-down nucleoli. Scale bar: 25 µm.

Syp function is required for accumulation of CycB in mature spermatocytes. In *syp* mutant testes, CycB protein was expressed normally in spermatogonia but did not reappear in mature spermatocytes (Fig. 5G,H). smFISH with probes against *cycB* indicated that the *cycB* RNA was still present in *syp* mutant spermatocytes, although at lower levels than in wild type (Fig. 5J,K; quantified in M). One copy of the eYFP-Syp-PD transgene was sufficient to rescue expression of CycB protein in mature spermatocytes in a *syp* mutant background (Fig. 5I) as well as restore *cycB* RNA levels in spermatocytes (Fig. 5L; quantified in M). The ability of the exclusively-cytoplasmic eYFP-Syp-PD to rescue CycB protein expression argues that cytoplasmic rather than nuclear functions of Syp are important for CycB protein to be expressed in mature spermatocytes.

Syp protein binds to the 130 nt *cycB* 3′ UTR expressed in spermatocytes. *In vitro* transcribed biotin-labeled probes corresponding to portions of the *cycB* RNA (Fig. 5N) were incubated with testis extracts from wild-type flies and captured with streptavidin beads. Associated proteins were then analyzed by anti-Syp western blot (Fig. 5O). Syp protein associated with probes containing the short spermatocyte 130 nt *cycB* 3′ UTR but not with probes representing the *cycB* protein coding sequences. The eYFP-Syp-PD reporter protein also bound the *cycB* 3′ UTR, in similar biotin pulldown assays from testes from males carrying the eYFP-Syp-PD transgene (Fig. 5P).

Results from ultraviolet (UV) cross-linked and immunoprecipitation (CLIP)-sequencing (easyCLIP, Porter et al., 2021) showed that eYFP-Syp expressed in spermatocytes bound the *cycB* 3′ UTR as well as the 5′ UTR directly *in vivo*. In a pilot experiment, Syp bound an abundant amount of testis RNA. After robust RNAse digestion of UV-crosslinked eYFP-Syp-RNA and ligation of a fluorescent-labeled 5′ adapter, the samples were run on a gel. As expected, eYFP-Syp-RNA+adapter migrated ∼15 kDa higher than free eYFP-Syp (Fig. S3A), indicating that indeed eYFP-Syp directly bound RNA *in vivo*. In a subsequent round of easyCLIP on testes from eYFP-Syp males as well as wild-type testes with no epitope (negative control), sequencing of cDNA libraries made from the recovered RNAs (Fig. S3B) revealed that easyCLIP of eYFP-Syp highly enriched the 3′ UTR of *cycB* and also its 5′ UTR [Fig. 5Q, CLIP (Syp), green]. 

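*cycB* (FBgn0000405) lies on the minus strand of chromosome 2R of dm6, from 22803521 to 22806948. The annotation lists 4 isoforms there, with a median length of 2591.5 nt, and no other gene overlaps it. In wild-type testes *cycB* received 7221 counts in replicate 1 and 8051 in replicate 2. This corresponds to 36.3 and 41.8 RPKM, with a mean of 39.1 ± 3.88 RPKM (SD, n = 2). By mean RPKM it ranked 2949th of the 15463 detected genes and lay above 80.9% of them. Within 5 RPKM of *cycB*, between 34.1 and 44.1 RPKM, there were 464 detected genes including *cycB* itself. The window reaches 5 RPKM to each side, against an SD of 3.88 RPKM for *cycB* between replicates. Replicate 1 alone gave 495 genes around its own value of *cycB* and replicate 2 alone gave 432, of which 275 were the same genes. Of the alternatives chosen in advance, the union of exons as the gene size moved *cycB* most, to 33.2 RPKM. Dividing by every read pair in the count table, with unmapped and multimapping pairs included, gave 26.6 RPKM, a setting tried after the values were seen. The paper compared the Syp CLIP signal at *cycB* with that of the spermatocyte-expressed genes in such a window. The CLIP counts and the single-cell list of spermatocyte-expressed genes were not analysed here.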

A histogram of genes expressed in spermatocytes at levels similar to *cycB* showed that the *cycB* RNA bound more Syp than most of the other RNAs (Fig. S3C). 

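*loopin-1* (FBgn0259795) lies on the plus strand of chromosome 2R from 16534943 to 16537086, with 2 annotated isoforms of 2022 and 2078 nt and no overlapping gene. It received 238697 counts in replicate 1 and 208179 in replicate 2, or 1518 and 1366 RPKM, with a mean of 1442 ± 107 RPKM (SD, n = 2). This placed *loopin-1* 49th among the detected genes, above 99.7% of them, and at 36.9 times the level of *cycB*. The gap between these genes was far larger than the spread between the replicates of either gene. With the library size used here, 74 detected genes including *loopin-1* lay within 700 RPKM of it, from 742 to 2142 RPKM. The paper counted 234 spermatocyte-expressed genes in its window, a number that was not reproduced. The size of the window depends on the library size. With every read pair in the count table, a setting tried after the values were seen, it held 243 genes. Replicate 1 alone gave 66 genes and replicate 2 alone gave 93, and 65 genes were found with both.

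**Figure D1:**
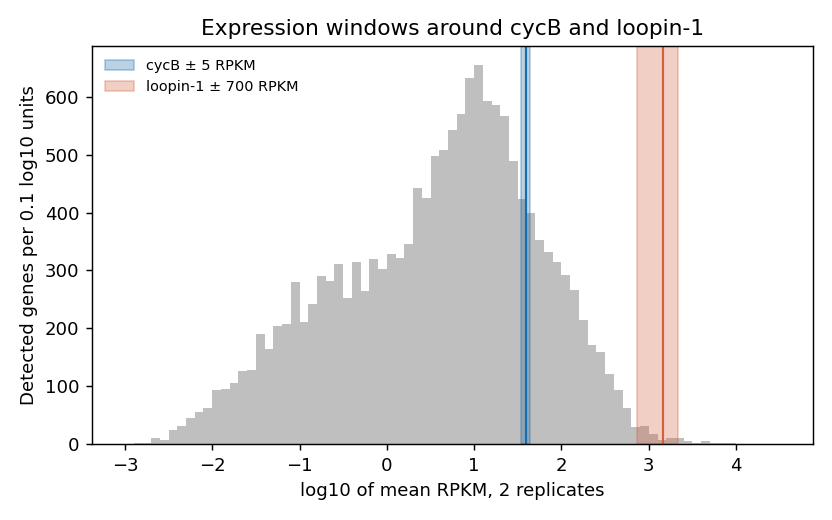
Number of detected genes by log10 of mean RPKM in wild-type testes (2 replicates), in bins of 0.1 log10 units. Vertical lines mark *cycB* at 39.1 RPKM and *loopin-1* at 1442 RPKM, and shading marks the windows of 5 and 700 RPKM around them, which hold 464 and 74 genes.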

The *loopin-1* RNA, which is very highly expressed in spermatocytes, likewise bound more Syp than most of the RNAs in its expression cohort (Fig. S3D). Interestingly, CLIP data showed that Syp could bind spermatocyte RNAs primarily at the 5′ UTR, primarily at the 3′ UTR, at both UTRs or not at all (see Fig. S3E-H).

One possibility is that without Syp bound to the *cycB* 3′ UTR, the *cycB* message might be so destabilized that it is gone by the time spermatocytes are mature enough to translate *cycB*. To address this question, *cycB* RNA levels were assayed in the context of the hs-Bam time-course in both wild type and *syp* mutants. The *cycB* RNA was detected, although at levels considerably lower than wild type, in late-stage and mature spermatocytes in *syp* mutants, past the stage at which *cycB* is normally translated in wild type. In testes from the hs-Bam time-course, smFISH revealed the presence of *cycB* RNA in wild-type mature spermatocytes from 100 h through 112 h PHS (Fig. 6A-D), with *cycB* RNA levels dropping in most cysts by 116 h PHS (Fig. 6E). In *syp* mutant spermatocytes, *cycB* RNA was detected at lower levels than wild type throughout the first three timepoints (Fig. 6F-H), with a drop in *cycB* levels in some cysts at 112 h PHS (Fig. 6I) and in most cysts by 116 h PHS (Fig. 6J).

### Spermatocytes mutant for *syp* arrest before pro-metaphase

Wild-type function of Syp in spermatocytes is required for successful entry into and progression through the meiotic divisions. Wild-type spermatocytes at 72 h PHS in the hs-Bam time-course showed round nucleoli (Fig. 7A, arrowheads), with the main autosomal bivalents appearing as chunky crescents near the nuclear membrane (Fig. 7A′, white arrows). By 110 h PHS most nucleoli in wild-type spermatocytes had shrunk or disappeared and the chromosome bivalents were rounded up, partially condensed and had moved away from the nuclear periphery (Fig. 7B′, white arrows) in advance of congressing to the center of the nucleus for metaphase (a stage documented in wild-type testes by Baker et al., 2015; Baker and Fuller, 2007; Lin et al., 1996). Spermatocytes mutant for *syp* showed intact nucleoli (Fig. 7C, arrowheads) and normal chunky crescent-shaped bivalents next to the nuclear envelope at 72 h PHS (Fig. 7C′) but showed only partially-condensed chromosomes at 110 h PHS (Fig. 7D′, arrows) and did not show nucleolar breakdown (Fig. 7D, arrowheads). Metaphase figures (chromosomes in a tight knot at the center of the nucleus) were never observed in *syp* mutants. Unlike *twe* and *boule* mutants, which skip the meiotic divisions and complete a convincing (*twe*) or modest (*boule*) amount of post-meiotic differentiation (Alphey et al., 1992; Eberhart et al., 1996), *syp* mutant germ cells did not show any signs of post-meiotic differentiation, such as formation of the nebenkern, which normally takes place in round spermatids (as seen in wild type in Fig. 4D).

### Syp binds to Fest and interacts with Rbp4 and Lut dependent on Fest

The cytoplasmic isoform of the Syp protein encoded by Syp-PD co-immunoprecipitated Fest, in an interaction that did not require Rbp4. Immunoprecipitation of eYFP-Syp with anti-GFP from testis extracts brought down HA-Fest (Fig. 8A). This interaction remained strong in the *rbp4* mutant background, suggesting that Fest and Syp do not require Rbp4 for their interaction. The translation of *cycB* in mature spermatocytes is not likely due to dissociation of Syp from Fest, as immunoprecipitation of eYFP-Syp brought down HA-Fest at both 72 h and 104 h PHS (Fig. 8B).

**Fig. 8.**
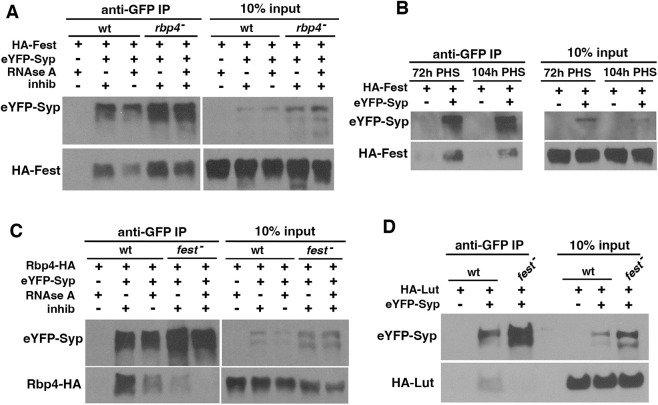
**Syp interacts with Fest and co-immunoprecipitates with Rbp4 and Lut in the presence of Fest.** (A) Western blots probed with anti-GFP or anti-HA of anti-GFP immunoprecipitates from testes expressing eYFP-Syp and HA-Fest, with either RNAse A or RNAse inhibitor, as indicated. Negative control: HA-Fest alone. Flies were either wild type (wt; first three lanes) or mutant for *rbp4* (lanes 4 and 5). (B) Western blots probed with anti-GFP or anti-HA of anti-GFP immunoprecipitates from hs-Bam time-course testes expressing eYFP-Syp and HA-Fest, collected at 72 h and 104 h post-heat-shock (PHS), as indicated. All samples included RNAse A. Negative controls: HA-Fest only. (C) Western blots probed with anti-GFP or anti-HA of anti-GFP immunoprecipitations from testes expressing eYFP-Syp and Rbp4-HA, with either RNAse A or RNAse inhibitor, as indicated. Negative control: Rbp4-HA alone. Flies were wt (first three lanes) or mutant for *fest* (lanes 4 and 5). (D) Western blots probed with anti-GFP or anti-HA of anti-GFP immunoprecipitates from testes also expressing eYFP-Syp and HA-Lut. All samples included RNAse A. Flies were wt or mutant for *fest*, as indicated. Negative control: HA-Lut alone.

Rbp4-HA also co-immunoprecipitated with eYFP-Syp, but this interaction required Fest. Immunoprecipitation with anti-GFP from testes expressing both eYFP-Syp and Rbp4-HA brought down Rbp4-HA (Fig. 8C), but this interaction was reduced in the presence of RNAse and in a *fest* mutant background (Fig. 8C), suggesting that the physical interaction between Rbp4 and Syp may be mediated by their individual interactions with Fest and with RNA. Similarly, HA-Lut co-immunoprecipitated with eYFP-Syp in the presence but not absence of Fest (Fig. 8D), in the presence of RNAse. Together, these data suggested that, in addition to being bound to the *cycB* 3′ UTR, Syp also associates with Rbp4, Fest and Lut via its binding with Fest.

### Syp is not required for *cycB* translation in young spermatocytes lacking Rbp4 function

Analysis of CycB protein expression in testes from *rbp4 syp* double-mutant flies revealed that Syp was not required for CycB protein expression in young spermatocytes in the absence of Rbp4. Testes from wild-type, single (*lut*, *rbp4* and *syp*) and double (*lut syp* and *rbp4 syp*) mutants were stained using anti-CycB antibodies (Fig. 9A-F). In testes from *rbp4 syp* double-mutant flies, a puff of CycB protein expression was detected (Fig. 9F, bar), arguing against the possibility that Rbp4 acts by blocking the ability of Syp to activate translation of *cycB* in immature spermatocytes. In *lut syp* double mutants, in contrast, CycB was not detected in spermatocytes (Fig. 9E) – comparable with testes mutant for *syp* alone (Fig. 9D). The result that Syp is still required for CycB expression in late-stage spermatocytes in the absence of Lut indicates that Syp does not promote *cycB* translation by blocking repressive action by Lut.

**Fig. 9.**
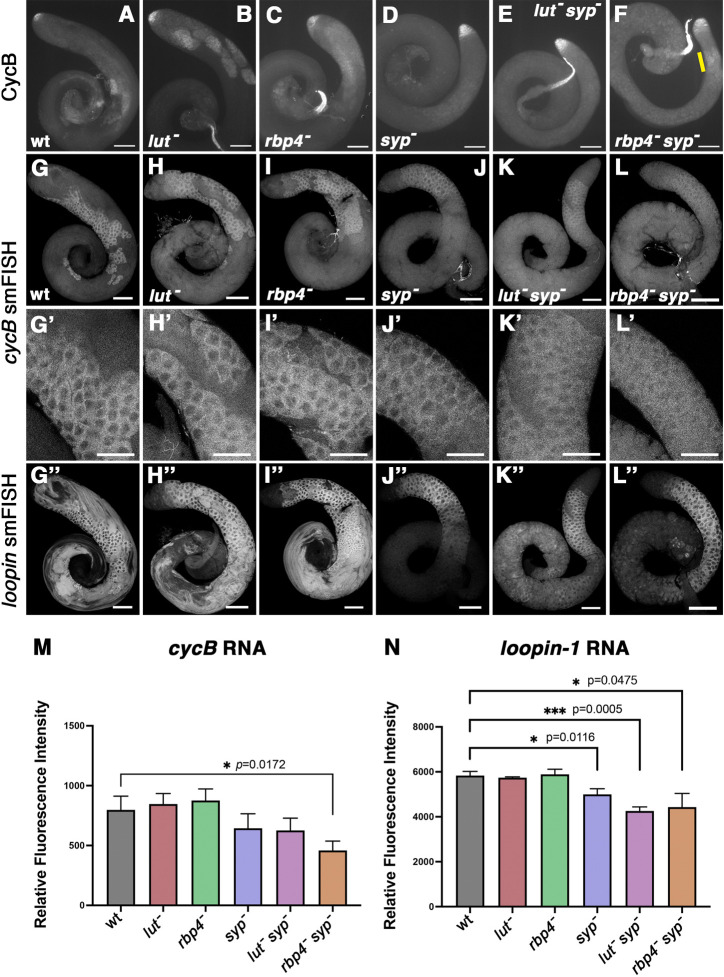
**In the absence of Rbp4, Syp is not required for *cycB* translation in mid-stage spermatocytes.** (A-F) Immunofluorescence images of whole testes stained with anti-CycB showing wild type (wt; A) and *lut* (B), *rbp4* (C), *syp* (D), *lut syp* (E) and *rbp4 syp* (F) mutants. Yellow bar in F highlights a puff of CycB expression. (G-L) Whole testes probed for *cycB* RNA by smFISH showing wild type (wt; G) and *lut* (H), *rbp4* (I), *syp* (J), *lut syp* (K) and *rbp4 syp* (L) mutants. (G′-L′) High magnification views of spermatocyte regions in (G-L). (G″-L″) The same testes probed for *loopin-1* RNA by smFISH. (M,N) Quantification of *cycB* (M) and *loopin-1* (N) smFISH signal in wt and *lut*, *rbp4*, *syp*, *lut syp* and *rbp4 syp* mutant spermatocyte regions. Values represent the mean signal measurement for three testes per genotype. Error bars denote standard deviation. *P*-values for mutant versus wild type shown where *P*<0.05 (Welch's *t*-test). Scale bars: 100 µm (A-L;G″-L″); 50 µm (G′-L′).

smFISH with *cycB* probes on an equivalent set of wild-type and mutant testes (Fig. 9G-L; high magnification in G′-L′) showed that *cycB* RNA levels were low in the *rbp4 syp* double mutant compared with wild type (Fig. 9G,L; quantified in M), suggesting that Rbp4 contributes a modest amount to the stability of the *cycB* RNA in the absence of Syp. The fact that onset of premature CycB expression in *rbp4 syp* double mutants appeared to be similar to that in *rbp4* mutants alone, but the CycB protein did not perdure as long in *rbp4 syp* double mutants as in *rbp4* mutants, could be due to a continued decrease in *cycB* RNA abundance as spermatocytes mature and/or changes in the translational environment in later spermatocyte stages. Parallel smFISH using probes against the *loopin-1* RNA (Fig. 9G″-L″; quantified in N) revealed that Syp may help stabilize the *loopin-1* RNA as well as *cycB*, consistent with the results from the Syp easyCLIP experiment described above indicating that *loopin-1* may also be a target of Syp (Fig. S3D,E).

## DISCUSSION

Our work reveals that during meiotic prophase the male germline developmental program controls timing of expression of the core G2 cell cycle regulator CycB through cell-type-specific translational repressors as well as a binding partner that stabilizes the *cycB* RNA and may also activate its translation. Three of the earliest genes newly expressed when *Drosophila* spermatocytes enter meiotic prophase encode interacting proteins that act to prevent premature expression of the CycB protein. The Rbp4 protein is required to block translation of the *cycB* RNA in mid-stage spermatocytes and Lut is required to block translation of *cycB* in late-stage, not-quite-mature spermatocytes. Thus, when *cycB* transcription resumes from the spermatocyte-specific promoter, the newly-expressed transcripts enter a cytoplasm already prepared for their translational repression. Complementing this cell-type-specific repression of translation, spermatocytes also express a cytoplasmically localized protein isoform of the SYNCRIP homolog Syp, which binds strongly to the *cycB* 5′ and 3′ UTRs and is required for the normal ability of mature spermatocytes to express CycB protein immediately before entry into the meiotic divisions.

Loss of function of either Lut or Rbp4 resulted in premature entry into the meiotic divisions and early progression to haploid round spermatids, with a difference of about 6-8 h from wild-type controls. Our results indicate that there is a narrow window of opportunity in late spermatocytes where premature CycB expression may help promote early meiotic entry. In contrast, expression of CycB at 54 h PHS in an *rbp4* mutant did not cause immediate entry into the meiotic divisions. It is likely that spermatocytes require additional crucial core G2 cell cycle regulators to undergo the G2/M transition of meiosis I. If such additional regulators only become active by the stage equivalent to 90-96 h PHS, premature expression of CycB may be inadequate to help drive the G2/M transition before that time.

The premature meiotic entry in a *lut* mutant occurred about 2 h earlier than in an *rbp4* mutant (Fig. 4E), and the cytokinesis defects were more severe (Fig. 4H). Rbp4 likely has additional target RNAs other than *cycB*, as Haynes and colleagues noted that several proteins were upregulated in the absence of Rbp4 function, based on their analysis of *rbp4 boule* versus *boule* testis extracts by 2D gel (Haynes et al., 1997). We suspect that Lut also has additional targets – not regulated by Rbp4 – misregulation of which may contribute to the stronger *lut* mutant phenotype.

The difference in timing of CycB protein expression in *rbp4* versus *lut* mutants points to two distinct states in the regulation of *cycB* translation. Rbp4 is required for repression of *cycB* translation in mid-stage spermatocytes (54 h-94 h PHS), whereas Lut function is not required to prevent CycB protein accumulation at this stage. In late-stage spermatocytes (94 h-102 h PHS), in contrast, function of Lut is required for translational repression of *cycB* and, in the absence of Lut, Rbp4 function is either off or not sufficient to repress *cycB* translation.

Rbp4, Lut and Syp appear to interact with each other, anchored by Fest (Figs 2 and 8). As we have yet to detect changes in the individual interactions in early versus late spermatocytes, it remains a mystery as to how translational repression by the complex is eventually relieved in mature spermatocytes preparing for the G2/M transition of meiosis I. However, using results from epistasis tests (Fig. 9), we can postulate possible regulatory relationships among the interacting proteins in mid-stage, late-stage and mature spermatocytes. The three models presented here are not meant to rule out other possibilities, but each one is compatible with the data from single mutants, double mutants and our time-course. In particular, expression of CycB protein in young *rbp4 syp* double mutant spermatocytes indicates that Rbp4 does not act upstream of Syp (for example, by blocking *cycB* translation by inhibiting action of Syp). Likewise, lack of detectable CycB protein in *lut syp* double mutant spermatocytes would suggest that Syp does not act upstream of Lut (for example, allowing translation by turning off repression by Lut).

The first model (Fig. 10A) postulates that: (1) Rbp4 represses translation of *cycB* in mid-stage spermatocytes (∼54-94 h PHS), subject to reversal by factor Y; (2) Lut represses translation of *cycB* in late-stage spermatocytes (∼94-102 h PHS), subject to reversal by factor X in mature spermatocytes (∼102 h+PHS); and (3) Syp functions primarily to stabilize *cycB* RNA and maintain it at sufficiently high levels to produce detectable amounts of CycB protein in mature spermatocytes. Levels of *cycB* RNA were clearly reduced in the absence of Syp (Figs 5, 6 and 9). One possible explanation is that occupancy of the short *cycB* 3′ UTR by Syp protein blocks binding of other proteins that could bind to the 3′ UTR and recruit the deadenylase complex to the target RNA (Fukushima et al., 2019; Arvola et al., 2020; Semotok et al., 2005). As noted above, *cycB* RNA was detected at 104 and 108 h PHS in the *syp* mutant (Fig. 6), albeit at lower than normal levels. However, the baseline translational environment at that stage may be less permissive than the environment in mid-stage spermatocytes, such as those that express CycB protein in the *rbp4 syp* double mutant (Fig. 9).

**Fig. 10.**
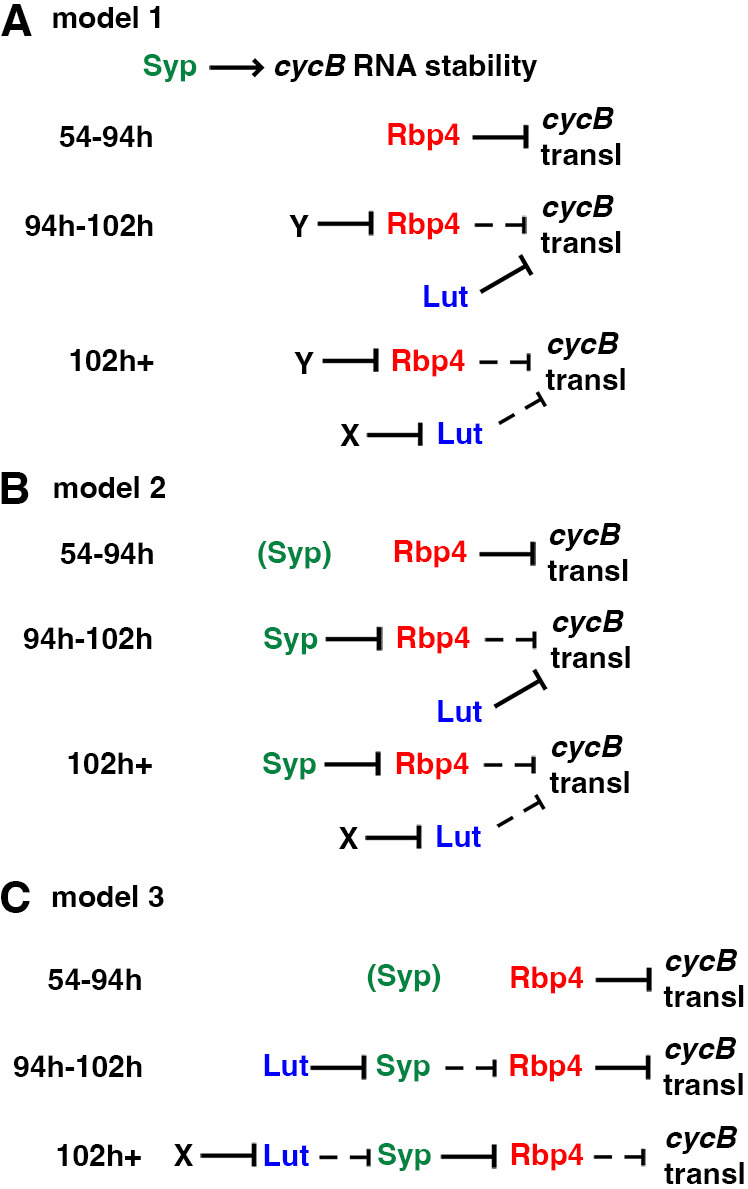
**Three models for Lut, Syp and Rbp4 function in regulating *cycB* translation and stability.** Solid lines indicate active promotion or repression; dotted lines indicate abrogated function. Not shown, but contributing to all three models: Syp and Rbp4 act in parallel to stabilize the *cycB* RNA. See Discussion.

The second model (Fig. 10B) presents the possibility that Syp could be factor Y, suppressing Rbp4 function in maturing spermatocytes, while still acting in parallel with Rbp4 to stabilize the *cycB* RNA. In this model, Syp present in mid-stage spermatocytes is not capable of blocking translational repression by Rbp4 until late-stage spermatocytes, setting up the requirement for Lut in the 94-102 h PHS window as the last bastion of *cycB* translational repression, until Lut function itself is counteracted at 102 h PHS by factor X.

In the third model (Fig. 10C), Lut, Syp and Rbp4 function in a sequential repressive cascade. In mid-stage spermatocytes, as in model 2, Rbp4 represses *cycB* translation, with Syp present in the complex but not capable of interfering with Rbp4 function. In late-stage spermatocytes, Syp is capable of blocking Rbp4 repressive activity, but is prevented from doing so by Lut. Thus, loss of function of Lut allows *cycB* translation in this late-stage window. In mature spermatocytes, factor X counteracts Lut function, releasing Syp to antagonize Rbp4 function, thus allowing *cycB* translation.

Consistent with these models, both *Drosophila* Syp and mammalian SYNCRIP homologs have been implicated in regulation of RNA stability, localization and translation. In *Drosophila*, Syp has been shown to regulate developmental and cell fate decisions in a diverse set of cell types and tissues, with specific RNA targets identified in some cases. Syp functions in the oocyte to promote dorso-anterior localization of the *gurken* RNA, binding the *gurken* localization signal (McDermott et al., 2012). In the larval neuromuscular junction, Syp acts post-synaptically to block synaptic overgrowth, binding multiple target RNAs (McDermott et al., 2014). Syp binds the *MSP-300* RNA, co-localizes with it *in vivo* to ribosome-dense granules (Titlow et al., 2020) and promotes translation of *MSP-300* in a neural-activity dependent manner. In the *Drosophila* mushroom body, Syp and another RNA-binding protein, Imp, appear in opposing temporal gradients and regulate cell fate decisions (γ, α′/β′ or α/β neurons), with Syp antagonizing and Imp promoting expression of Chinmo protein without either factor affecting *chinmo* RNA abundance (Liu et al., 2015). Syp promotes neuroblast decommissioning by upregulating expression of the Prospero protein (Yang et al., 2017) via stabilization of the long form of the *prospero* RNA expressed in larvae (Samuels et al., 2020). From this extensive literature, it is clear that Syp can both stabilize RNAs and also have repressive or activating effects on translation of specific target RNAs, sometimes even in a single cell type (McDermott et al., 2014).

## MATERIALS AND METHODS

### Fly genetics and husbandry

Flies were raised on dextrose/cornmeal food at 20°C for stocks and 25°C for crosses. The *rbp4* mutant flies were *rbp4^LL06910^/Df(3R)Exel6169*. *Df(3R)Exel6169* is from Bloomington *Drosophila* Stock Center (BDSC, #7648) and the *rbp4^LL06910^* allele was from the *Drosophila* Genomics Resource Center (DGRC, #141934). The *lut^1^* and *syp^dub^* alleles were generated by CRISPR as described below. The *lut* mutant flies were *lut^1^/Df(2R)BSC131*. *Df(2R)BSC131* is from BDSC (#9296). The *syp* mutant flies were *syp^dub^/Df(3R)BSC141*, with *Df(3R)BSC141* from BDSC (#9501). For the hs-Bam time-course, ∼40 *w*; *hs:Bam-HA*/*CyO*; *bam*^Δ*86*^/*TM3* virgin females were mated to *w*;; *bam^1^*/*TM6B* males for wild-type controls. To generate *lut* mutants in the time-course, *w*; *hs:Bam-HA*, *lut^1^*/*CyO*; *bam*^Δ*86*^/*TM3* females were mated with *w*; *Df(2R)BSC131*; *bam^1^*/*TM6B* males. For *rbp4* mutants in the time-course, *w*; *hs:Bam-HA*/*CyO*; *Df(3R)Exel6169*, *bam*^Δ*86*^/*TM3* females were mated with *w*;; *rbp4^LL06910^*, *bam^1^*/*TM6B* males. For *syp* mutants in the time-course: *w*; *hs:Bam-HA*/*CyO*; *Df(3R)BSC141*, *bam*^Δ*86*^/*TM3* females were mated with *w*;; *syp^dub^*, *bam^1^*/*TM6B* males.

### Hs-Bam time-course

For the hs-Bam time-course, fly bottles (plastic) containing mid- and late-stage pupae were weighted down and placed in a 37°C water bath with water nearly up to the lip of the bottle. After 30 min the bottles were cleared of any adults that may have eclosed, labeled with date and time of heat shock, and returned to 25°C for the designated time post heat shock. The start of the hours-post-heat-shock clock was set to the end of the 30-min 37°C incubation. Note that time-course testes regain a population of *bam* mutant spermatogonia at the apical end of the testis during the incubation at 25°C after heat shock, due to mitotic proliferation of *bam* mutant early germ cells that avoided forced differentiation. Within a heat-shock time-course testis, differentiating spermatocytes are only meta-synchronous: there is a distribution of cysts at various stages, visible when scoring short-duration events such as the meiotic divisions. This intra-testis asynchrony was observed in all three genotypes scored for Fig. 4, where we were scoring the leading edge of the distribution of cysts entering and exiting meiotic division. An *n* of 100 per timepoint per genotype was chosen as a sufficiently large sample to get an accurate result, given the meta-synchrony of meiotic entry.

### CRISPR alleles

Microdeletions were generated by CRISPR using the technique described in Bassett et al. (2013). Genomic target sites were chosen early enough in the coding sequence to cause a significant disruption to the encoded protein, and containing the sequence GN[N_18_]NGG in either direction. This sequence was then incorporated into the middle of a forward primer after changing the first N to G, and removing NGG, to produce the following oligo: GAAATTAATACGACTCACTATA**GG(N_18_)**GTTTTAGAGCTAGAAATAGC, containing a T7 promoter (underlined) followed by the adjusted gene-specific sequences (bold). Template-less PCR was performed with this primer and a common reverse primer (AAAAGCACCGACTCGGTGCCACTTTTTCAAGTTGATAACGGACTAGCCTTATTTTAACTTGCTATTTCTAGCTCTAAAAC) as described previously (Bassett et al., 2013), then cleaned up using a PCR purification kit. We used 250 ng of PCR product as a template for an *in vitro* transcription reaction (MEGAscript T7 kit), incubated at 37°C for 2 h. After treatment with DNAse for 15 min, the resulting RNA was purified by Trizol prep. For each target, the guide RNA was then injected into Act5-Cas9 embryos at a concentration of 100 ng/µl. Surviving adults were individually crossed to the deficiency line uncovering the gene of interest, and the resulting progeny were screened for the phenotypes observed previously via testis-specific RNAi knockdown [Vienna *Drosophila* Resource Center (VDRC) #33011 for *syp* and VDRC #29664 for *lut*]. 

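*lut* (CG1690, FBgn0033442) lies on the minus strand of chromosome 2R of dm6 from 9756293 to 9758068, inside the gene *trpl* of the opposite strand, with which it shares no exon sequence. Both annotated isoforms have 2 exons. The coding sequence with its stop codon is 399 nt in the annotation, which gives a protein of 132 amino acids. The 23-nt sequence targeted by Cas9 in *lut*, placed here from the positions that the paper gives for the deletion, covers positions 124 to 146 of the coding sequence, in exon 2, at 9757656 to 9757678. It ends in TGG, which has the form NGG that Cas9 requires next to its target. The *lut1* deletion removed bases 13 to 17 of the target, ATTCC, at 9757662 to 9757666, all of it coding. Read along the coding strand, codon 45 before the deletion is GGG, and the codons after it become ATT and TGG. In the wild-type testis RNA-seq, *lut* received 14466 counts in replicate 1 and 12041 in replicate 2, with a mean of 126 ± 13.5 RPKM (SD, n = 2). It ranked 1219th among detected genes. Only 17 and 8 counts fell on the opposite strand. The surrounding genome sequence was not used here.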

The gene-specific GN[N_18_]NGG sequence for *lut* was GGGCCAGCAGGGATTCCATTTGG and the resulting microdeletion in *lut^1^* was GGGCCAGCAGGGxxxxxATTTGG, deleting nucleotides 136-140 of the *lut* protein coding sequence. This resulted in a frameshift just after the codon for Gly45, followed by three novel residues (I, W, G), then a stop codon, whereas wild-type Lut is 132 amino acids. For *syp*, the gene-specific sections of the guide RNAs were GTACCCGTTATCAAGCCCATTGG (downstream of promoter 1) and GGAAGCCTCCAAAGTGCAGAAGG (downstream of promoter 4), and their co-injection generated the *syp^dub^* allele, which contains two microdeletions in tandem: GTACCCGTTATCAAGCxCATTGG (pr-1) and GGAAGCCTCCAAAxxxxxxxxGG (pr-4). The mutated coding sequence downstream of promoter 1 encodes the first 26 correct amino acids, 82 aberrant residues and a stop codon, whereas the mutated coding sequence downstream of promoter 4 encodes the first nine correct amino acids, one aberrant residue and a stop codon.

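In the annotation, *syp* (FBgn0038826) lies on the plus strand of chromosome 3R of dm6 from 20756729 to 20810726 and has 20 isoforms. The isoforms that start at 20756729, among them *syp-RT*, number 7, and those that start at 20789986, among them *syp-RD*, number 6. Codon 26 of *syp-RT*, the last correct codon downstream of promoter 1, lies at 20772858 to 20772860, in exon 2 of its 13 exons. Codon 9 of *syp-RD*, the last correct codon downstream of promoter 4, lies at 20790233 to 20790235, in exon 1 of its 13 exons. The deletion downstream of promoter 1 removed 1 nt of its 23-nt target and the deletion downstream of promoter 4 removed 8 nt, GTGCAGAA, at bases 14 to 21 of its target. Both lengths shift the reading frame. The genome sequence was not used here, so the targets themselves were not placed. In wild-type testes, *syp* as a whole received 67889 counts in replicate 1 and 59117 in replicate 2, or 267 ± 20.1 RPKM (SD, n = 2). The genes *CG31195* and *Takl1* lie inside *syp* on the opposite strand and share no exon sequence with it.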

### Transgenes

The transgenes described below are shown in Fig. S4. The eYFP-Syp-PD reporter, built in pBlueScript-KS and then moved into the *Not*I/*Spe*I sites of pCaSpeR4, consisted of: *Not*I – *syp* promoter-4 (573 bp, directly 5′ of FlyBase-annotated *syp-RD* start site) and the *syp-RD* 5′ UTR (223 bp) – *Xba*I/*Spe*I [non-recleavable] – *eYFP* coding sequence (717 bp) – *Xba*I – *syp-RD* coding sequence (2124 bp) – *Xba*I – *syp-RD* 3′ UTR and 3′ downstream genomic sequence (811 bp combined) – *Spe*I. The eYFP-Syp-PT and eYFP-Syp-PV reporters were built in pBS-KS and moved into the *Not*I/*Spe*I sites of pCaSpeR4 to which the SV40 terminator had been added. Note that the promoter for *syp-RD* and *syp-RV* is the same, and the C-terminal coding sequence and 3′ UTR are identical for *syp-PV* and *syp-PT*. The eYFP-Syp-PV transgene consisted of: *Not*I – *syp* promoter-4 (573 bp, directly 5′ of annotated *syp-RD/RV* start site) and the *syp-RD/RV* 5′ UTR (223 bp) – *Xba*I/*Spe*I [non-recleavable] – *eYFP* coding sequence (717 bp) – *Xba*I – *syp-RV* coding sequence (2037 bp) – *Xba*I – *syp-RT/RV* 3′ UTR and 3′ downstream genomic sequence (804 bp combined) – *Spe*I. The eYFP-Syp-PT transgene consisted of: *Not*I – *syp* promoter-1 (494 bp, directly 5′ of annotated *syp-RT* start site) and the *syp-RT* 5′ UTR (508 bp) – *Xba*I/*Spe*I [non-recleavable] – *eYFP* coding sequence (717 bp) – *Xba*I – *syp-RT* coding sequence (2013 bp) – *Xba*I – *syp-RT/RV* 3′UTR and 3′ downstream genomic sequence (804 bp combined) – *Spe*I.

The V5-Lut and HA-Lut reporters, built in pBS-KS and moved to the *Not*I/*Xho*I sites of pCaSpeR4, consisted of: *Not*I – 232 bp 5′ genomic and 199 bp 5′ UTR of *lut* – *Xba*I – V5 or 3×HA coding sequence (42 bp and 126 bp, respectively) – *Eco*RI – *lut* coding sequence plus an intron (467 bp total), *lut* 3′ UTR and 3′ downstream genomic sequence (534 bp combined) – *Xho*I. HA-Lut rescued the fertility defects in *lut^1^/Df* males in a small-scale assay: in single male crosses, 6/6 HA-Lut/+; *lut^1^/Df* males fathered larvae versus 0/6 *lut^1^/Df* males and 6/6 wild-type males.

HA-Fest, like eYFP-Fest (Baker et al., 2015), was built in pBS and then moved into the *Xba*I/*Xho*I sites of pCaSpeR4 to which the SV40 terminator had been added. The plasmid contained: *Xba*I – the *fest* promoter (590 bp, directly 5′ of the annotated TSS) and the *fest* 5′ UTR (275 bp) – *Spe*I – 3×HA coding sequence (126 bp) – *Sma*I – the *fest* coding sequence (1542 bp) – *Eco*RI – the *fest* 3′ UTR and 3′ downstream genomic sequence (1255 bp total) – *Eco*RI-*Xho*I – *SV40* terminator – *Sal*I/*Xho*I [non-recleavable]. Transgenic flies were generated by microinjection either at BestGene (eYFP-Syp and HA-Fest) or in-house (the remainder).

Coding sequences for *syp* and *fest*, as well as the 5′ UTR of *syp-RT*, were amplified from cDNA generated from wild-type testis RNA. All other gene-specific sequences listed above were amplified from wild-type genomic DNA.

### RT-PCR

RNA was collected from wild-type testes and heads, as well as hs-Bam time-course testes from 0, 24 and 48 h post-heat-shock. Reverse transcription with oligo-dT primer and Ready-to-Go You-Prime First-Strand Beads (Cytiva, #27926401) was performed on 1 µg of each RNA sample. PCR reactions were carried out in a 25 µl volume with 2 µl cDNA each. BioMix Red (Bioline, #BIO-25006) was used for all reactions except that which amplified C-term-4, which is GC-rich and required MyTaq (Bioline, #BIO-21105). The amplification ran for 30 cycles (Fig. S2A) or 35 cycles (Fig. S2B). Primers for Fig. S2A: the common reverse primer for assaying promoters was 5′-GTTCTCGAATAGCGGAATCAG-3′. Forward primers: promoter 1, 5′-GTCAGAAACACTCGCATGCAAA-3′; promoter 2, 5′-ACTCACTTGGATACACAGCG-3′; promoter 3, 5′-TGTGCAACGCCGAGCAGAGT-3′; promoter 4, 5′-GATGGAAGCCTCCAAAGTGC-3′. Common forward primer (for use on C-term 1, 2 and 3): 5′-CAGGACGTCTCAGAGGATAA-3′. Forward primer for use on C-term 4: 5′-GTGAATACGACTACTTTTACGAC-3′. Reverse primers: C-term-1, 5′-TGCAGCTCCAGCATAAGGCT-3′; C-term-2, 5′-TACCGACTACGTATTCACGG-3′; C-term-3, 5′-CGACCAACTCCCGTATTCAC-3′; C-term-4, 5′-GCTCCAGCTGGTAAATTTTGT-3′. For the *GAPDH2* controls, forward and reverse primers were 5′-CCGTTCATGCCACCACCGCT-3′ and 5′-GCCACGTCCATCACGCCACA-3′, respectively. For Fig. S2B, the relevant isoform-specific forward and reverse primers listed above were used for promoters 1, 2, and 4 and C-terms 1 and 2, and a new primer was used as a reverse primer for C-term 4: 5′-ACGACCAACTCCCATAAGGCT-3′.

### Biotin pulldowns

Probes were cloned into pBS-KS in the orientation *Spe*I 5′→3′ *Bam*HI, with the T7 promoter 5′ of the *Spe*I site. 

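The annotation of *cycB-RA* on the minus strand of chromosome 2R of dm6 places its coding sequence, 1593 nt with the stop codon, in 5 exons. The start codon lies in exon 1 at the upper end of 22806646 to 22806681, and the stop codon in exon 5 ends at 22804294. The short spermatocyte 3′ UTR of 130 nt corresponds to 22804164 to 22804293. It is the first part of the annotated 3′ UTR. Of the 9 biotinylated RNA probes made from *cycB-RA* for the pulldowns, numbered 1 to 9 in the paper, probe 9 covers exactly this short 3′ UTR, and probe 8 covers the coding sequence next to it, from 22804294 to 22804424 in exon 5. Probe 7 runs from 22804164 to 22804353 and so holds both coding sequence and 3′ UTR. Probe 6 lies in exon 5 from 22804313 to 22804495. Probe 5 joins the last 44 nt of exon 4 to 144 nt of exon 5, and probe 4 lies in exon 4 from 22804664 to 22804839. Of the 3 longest probes, probe 1 spans exons 1 to 4, probe 2 lies in exon 4, and probe 3 spans exons 4 and 5 with the short 3′ UTR.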

The following probes were used, with the nt numbers corresponding to the 1593 nt protein coding sequence and the short spermatocyte 3′ UTR (130 nt) of *cycB-RA*, starting with the first base of the coding sequence (total, 1723 nt): #1, 1-631; #2, 589-1187; #3, 1117-1723; #4, 1117-1292; #5, 1253-1440; #6, 1392-1574; #7, 1534-1723; #8, 1463-1593; #9, 1594-1723. Plasmids containing the probe templates were linearized with *Bam*HI for 2 h, and then run on a gel and purified using the Zymogen gel cleanup kit. For *in vitro* transcription, T7 polymerase and biotin labeling mix (Roche, #11685597910) were used according to the package directions. After 2 h of transcription at 37°C, 2 µl DNAse was added and reactions were returned to 37°C for an additional 30 min. Probes were cleaned of unincorporated nucleotides using NucAway columns (Thermo Fisher Scientific, #10070). Fifty pairs of testes per sample (plus five pairs per genotype as input) were mechanically lysed in [100 µl/sample+10 µl extra] lysis buffer [100 mM NaCl, 50 mM Tris, 4 mM EDTA, 1% NP40, 1 µl/ml SUPERaseIN (Thermo Fisher Scientific, #AM2694), and 1× cOmplete Protease Inhibitor (Roche, #11836153001)] with a 1 cc syringe and 25×5/8 needle, rocked at 4°C for 30 min and centrifuged at full speed (21,000 ***g***) for 3 min at 4°C to pellet insoluble material. While the lysate was rocking, 50 µl suspended streptavidin MagneSphere beads (Promega, #Z5481) per sample were washed 3×5 min in 0.5× SSC, with a 6 Tube Magnetic Stand (Thermo Fisher Scientific, #AM10055) used to secure beads between washes. Then 10% input (10 µl lysate) was removed for each genotype, supplemented with Laemmli sample buffer to 1×, and boiled; the remaining 100 µl lysate per sample was pre-cleared by incubating with just-prepped beads for 30 min at room temperature (RT). Pre-cleared lysate was removed from those beads and transferred into fresh tubes in 100 µl aliquots (one per probe), into each of which 500 ng of a single biotin-labeled probe was added. Samples were rocked for 30 min at RT, after which the lysate/probe mixture was incubated with fresh 50 µl streptavidin beads for 30 min at RT with rocking. The beads were washed 5×10 min in 1 ml cold lysis buffer at 4°C with rocking. Laemmli sample buffer was added to a concentration of 1× before the samples were boiled. After boiling, samples (including beads) were centrifuged briefly (15 s at 21,000 ***g***), and the supernatant was loaded onto a protein gel and analyzed by western blot.

### Immunoprecipitations

Protein A Dynabeads (Thermo Fisher Scientific, #10002D) were used with rabbit anti-HA (Cell Signaling Technology, #3724S), and pan-mouse IgG Dynabeads (Thermo Fisher Scientific, #11041) were used for anti-GFP (mouse, Millipore Sigma #11814460001) and anti-V5 (mouse, Thermo-Fisher Scientific, #R960-25) (2 µl undiluted antibody was used per 30 µl of suspended beads per immunoprecipitation). The 6 Tube Magnetic Stand from Thermo Fisher Scientific was used, as above, to segregate the beads from liquid between washes during antibody conjugation and immunoprecipitations. We washed 50 µl of suspended beads per sample twice in 1 ml 3% bovine serum albumin (BSA)/PBSTw (PBS+0.1% Tween), brought back up to the original volume (50 µl per sample) and split into two aliquots: 20 µl/sample to be used in the pre-clear step, and 30 µl/sample to be used for antibody conjugation and subsequent immunoprecipitation. To conjugate antibody to beads, excess BSA wash was removed from the suspended beads, and beads were incubated with lysis buffer and antibody in a ratio of 30 µl (suspended) beads:200 µl lysis buffer (see below, but without protease inhibitor):2 µl of antibody per immunoprecipitation. For example, for five immunoprecipitation reactions: 10 µl antibody, 1 ml lysis buffer, 150 µl suspended beads. Beads were incubated with antibody for 1 h at room temperature, then split into individual aliquots (one per immunoprecipitation) and washed 3×5 min in 1 ml 0.2 M triethanolamine (pH 8.2). Beads were then treated for 30 min at RT with triethanolamine to which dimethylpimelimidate had been freshly added to a final concentration of 5.4 mg/ml. After a 15-min wash in 1 ml 50 mM Tris (pH 7.5) and a final wash with 1 ml PBSTw, beads could be stored at 4°C for 1-2 days before use. On the day of the immunoprecipitation, beads were stripped of non-covalently bound antibody via two quick washes in 1 ml 100 mM glycine (pH 2.5). After a wash with PBSTw, they were blocked in 1 ml 10% BSA/50 mM Tris for 1 h before a 5 s rinse in PBSTw.

Testes (55 pairs per sample unless noted otherwise) were mechanically lysed in 220 µl cold lysis buffer (135 mM NaCl, 20 mM Tris, 10 mM EDTA, 1% NP40, 10% glycerol, 1× cOmplete protease inhibitor) per sample with a 1 cc syringe and 25×5/8 needle at 4°C. Samples were then incubated for 20 min on a rocker at 4°C before samples were centrifuged at full speed (21,000 ***g***) for 3 min to pellet insoluble material. The supernatant was collected and split evenly if needed (for ‘+ RNAse’ versus ‘+ inhibitor’). For ‘+ RNAse’ samples, RNAse A (Thermo Fisher Scientific, #EN0531) was added to a final concentration of 100 µg/ml; for ‘+ inhibitor’ samples, SUPERasin was added to a final concentration of 1 U/µl. To pre-clear the lysate, each sample was then transferred to a fresh tube with 20 µl suspended BSA-washed beads (from above; excess BSA wash removed just before using) and incubated at 4°C for 45 min with rocking. Then, 20 µl of lysate was removed from each sample to serve as 10% input, to which 5 µl 5× Laemmli sample buffer was added before boiling. The remaining 200 µl lysate for each sample was transferred to a fresh tube containing antibody-conjugated beads for the immunoprecipitation step (3-4 h at 4°C, rocking). Beads were then washed 2×10 min in 1 ml cold lysis buffer at 4°C while rocking. Bound proteins were eluted from the beads in 40 µl elution buffer [10 mM EDTA, 50 mM Tris (pH 8), 1% SDS, and 1× cOmplete protease inhibitor] at 70°C for 30 min with frequent mixing. The resulting 40 µl eluate was transferred to a fresh tube, and 10 µl 5× Laemmli sample buffer was added. Samples were boiled for 10 min and frozen until analysis by western blot. For Fig. 8A, 77 pairs of *rbp4* testes were used (versus 55 for wild type), as *rbp4* testes appear slightly smaller than wild type. For Fig. 8C,D, 330 pairs of *fest* testes were used, as they are significantly smaller than wild type.

For the IP-MS experiments, beads were prepared as above except with 3 µl anti-GFP antibody in 200 µl for 50 µl suspended beads per immunoprecipitation, with two immunoprecipitation tubes per genotype. One thousand testis pairs were dissected per genotype, lysed in 900 µl lysis buffer [identical to above except for the addition of 1 PhosSTOP tablet (Sigma-Aldrich, #49068450001) for every 10 ml solution], and pre-cleared for 3 h. The 10% BSA blocking step was omitted. Each lysate was divided in half to allow 450 µl per immunoprecipitation. After a 3-h immunoprecipitation step and the three washes (as above), the resulting proteins were eluted from the beads in 40 µl/tube, for a total of 80 µl per genotype. We removed 4 µl for western blot analysis. The remaining 76 µl were precipitated with the addition of 20 µl TCA, 1 h incubation at 4°C, a 15-min spin at 4°C and a wash with ice-cold acetone before drying the pellet and resuspending in 1× SDS loading buffer. The samples were run 1 cm into an SDS-PAGE gel (separated by empty lanes). The gel was fixed for 1 h at room temperature in 45% water/45% methanol/10% acetic acid and then the roughly 1-cm^2^ section of gel containing the protein mixture was cut out, placed in 1% acetic acid (in water), and brought to the Stanford University Mass Spectrometry core for analysis.

Proteins that came down with the GFP-alone control were excluded from Table 1. Among the proteins listed in Table 1, all but Fest, Cdlc2 and Lut contain predicted RNA-binding domains. Cdlc2 has many hits via yeast two-hybrid (BioGrid; Giot et al., 2003) and was assumed to be too sticky for further study.

### UV cross-linking immunoprecipitation (easyCLIP)

#### Sample preparations

Samples were prepared as follows: 120 pairs of testes per sample were dissected in PBS in a glass cyclops dish in batches of 40 pairs. PBS was removed from the dish, which was then put on ice inside a Stratalinker 1800 for UV crosslinking (0.4 J/cm^2^). The testes were then transferred to a 1.7 ml tube with PBS using forceps. PBS was removed and the sample snap-frozen in liquid nitrogen. Samples were kept at −80°C until the next step.

The immunoprecipitation was carried out as described above, without the addition of RNAse or RNAse inhibitor, up to but not including the post-immunoprecipitation washes. The easyCLIP protocol was followed as described by Porter and colleagues (Porter et al., 2021), starting on step 6 of the Basic Protocol 1.

#### easyCLIP pilot

After immunoprecipitation, a strong RNase I digestion was performed (0.1 U/μl, 10 min, 30°C, Thermo Fisher Scientific, #AM2294), followed by on-bead ligation of fluorescent labeled 5′ adapters (L5.27). After an SDS-PAGE gel and transfer to a nitrocellulose membrane, fluorescently labeled crosslinked RNA was imaged on an Odyssey CLx scanner. Western blotting was performed on the membrane following the protocol above.

The pilot CLIP experiment was performed for all four proteins – Syp, Rbp4, Fest and Lut – to assay for RNA-binding activity and to see whether any would be suitable for follow-up to generate sequencing libraries. Fig. S3A shows an image of eYFP-Syp-RNA crosslinked membrane, with signal from western blotting (anti-GFP) on the left, and signal from fluorescent L5 adapter on the right. An orange asterisk marks where there is RNA signal associated with crosslinked eYFP-Syp-RNA. Rbp4-eYFP, V5-Lut and Fest were not included in the follow-up library round of CLIP due to competing nearby bands (Rbp4), weak signal (Lut) or no signal (Fest).

#### easyCLIP library prep

After immunoprecipitation, a light RNase I digestion was performed (0.02 U/μl, 3 min, 30°C), followed by on-bead ligation of 3′ adapters (L3). The two eYFP-Syp replicates were pooled and the two w^1118^ (wt) replicates were pooled, with the genotypes kept separate, before ligating fluorescently labeled 5′ adapters (L5). After an SDS-PAGE gel and transfer to a nitrocellulose membrane, fluorescently labeled crosslinked RNA was imaged on an Odyssey CLx scanner. Fig. S3B shows an image of a nitrocellulose membrane with eYFP-Syp-RNA crosslinked on the left and w^1118^ on the right. The membrane was then cut (rectangles indicated in white on Fig. S3B), and proteinase K (Thermo Fisher Scientific, #AM2546) was used to extract RNA. The RNA was purified using oligonucleotide(dT) beads (Thermo Fisher Scientific, #61002) to capture the poly(A) sequence on the 3′ adapter, eluted, reverse transcribed and input directly into PCR for library preparation. The easyCLIP protocol from Porter et al. (2021) was followed with two modifications: (1) we included NP-40 (0.05%) erroneously omitted from the NT2 buffer in the original protocol and (2) two rounds of PCR were carried out instead of just one round. The first round of PCR was performed with the primers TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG and GTTCAGACGTGTGCTCTTCCGATCT for 5 s at 98°C, then five cycles of: 5 s at 98°C, 5 s at 58°C, 45 s at 72°C, then nine cycles of: 5 s at 98°C, 5 s at 60°C, 45 s at 72°C. The PCR product was then run on a 4% E-gel (Thermo Fisher Scientific, #G401004) to purify products with mappable inserts, followed by four cycles of PCR with full-length index primers NXT_R1_U1/TrSq_R2_U1 for 5 s at 98°C, 1 min at 68°C. The final PCR product was column-purified before sequencing.

#### Primers and adapters

Full-length index primers used were: NXT_R1_U1, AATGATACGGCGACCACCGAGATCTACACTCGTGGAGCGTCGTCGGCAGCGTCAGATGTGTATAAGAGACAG; TrSq_R2_U1, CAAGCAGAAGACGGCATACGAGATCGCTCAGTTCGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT.

Adapters used in each sample were: eYFP-Syp_rep1: L3.16, L5.1; eYFP-Syp_rep2: L3.24, L5.1; w^1118^_rep1: L3.16, L5.2; w^1118^_rep2: L3.24, L5.2; L3.16:/5Phos/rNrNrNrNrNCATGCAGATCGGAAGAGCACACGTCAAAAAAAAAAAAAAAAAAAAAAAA/3AzideN/; L3.24:/5Phos/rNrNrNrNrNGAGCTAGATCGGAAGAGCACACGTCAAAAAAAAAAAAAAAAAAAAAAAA/3AzideN/; L5.1: /5Cy55/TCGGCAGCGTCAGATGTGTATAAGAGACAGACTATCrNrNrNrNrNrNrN; L5.2: /5Cy55/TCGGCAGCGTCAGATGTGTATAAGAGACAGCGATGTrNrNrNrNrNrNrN; L5.27: /5AzideN/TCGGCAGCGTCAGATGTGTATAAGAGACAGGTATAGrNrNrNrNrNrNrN. rN denotes a random RNA base; /5Phos/, a 5′ phosphorylation; /3AzideN/, a 3′ terminal azide modification from IDT. L5.27 was labeled with fluorescent dye according to the protocol of Porter et al. (2021). Libraries were sequenced with NOVAseq, PE 150 Illumina Platform.

#### easyCLIP data analysis

After demultiplexing, cutadapt was used to trim the reads and move the UMI to the read name:

cutadapt -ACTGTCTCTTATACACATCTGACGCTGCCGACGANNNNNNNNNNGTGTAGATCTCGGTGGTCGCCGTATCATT -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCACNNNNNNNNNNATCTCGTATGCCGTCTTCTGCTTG --pair-filter=any -u 13 -U 10 -j 1 --rename=“{id}__{r1.cut_prefix}-{r2.cut_prefix}” --minimum-length 14 -o $Output1 -p $Output2 $Input1 $Input2.

Reads were mapped to the *Drosophila melanogaster* genome build dm6 using STAR. Reads that fell within gene regions were counted with STAR using Ensembl annotation BDGP6.84.

star_pass1: STAR --runThreadN 4 --runMode alignReads --genomeDir $star_index --alignSJoverhangMin 10 --alignIntronMax 100000 --alignMatesGapMax 100000 --outFilterMismatchNoverLmax 0.04 --readFilesIn $Input1_trimmed $Input2_trimmed --outFileNamePrefix $pass1_prefix --outSAMtype None.

star_pass2: STAR --runThreadN 4 --runMode alignReads --quantMode GeneCounts --genomeDir $star_index --alignIntronMax 100000 --alignMatesGapMax 100000 --outFilterMismatchNoverLmax 0.04 --sjdbFileChrStartEnd $junction --readFilesIn $Input1_trimmed $Input2_trimmed --outSAMtype BAM SortedByCoordinate --limitBAMsortRAM 10000000000 --outFileNamePrefix $pass2_prefix.

Duplicates were removed using samtools followed by umi_tools: samtools view --bam -h -F 256 -f 64 -F 4 -q 10 -o $Output1 $Input; samtools index $Output1; umi_tools dedup --stdin=$Output1 --stdout=$Output2 --umi-separator=“__” --extract-umi-method=read_id.

Samtools was used to create .bw files for visualization: bamCoverage -b $Input -o $Output --binSize 1 --normalizeUsing CPM -p 4. Reads that fell within gene regions were counted with featureCounts using Ensembl annotation BDGP6.84: featureCounts -t exon -g gene_id -p -a $gtf_file -o $Output $Input.

### RNA-seq library preparation and sequencing

We used 150 pairs of testes from 0-2 day-old male flies per replicate. Library preparation was carried out using the RNeasy Plus Mini Kit from QIAGEN, followed by NEBNext^®^ Ultra™ II Directional RNA Library Prep Kit for Illumina (#E7760S) using the NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module (#E7490S). Sequencing was carried out with NOVAseq, Pe150 Illumina Platform, on two biological replicates.

### RNA-seq data analysis

Adapters and low-quality bases were trimmed with trimGalore: trim_galore --quality 20 --stringency 1 --length 30 --paired_end --clip_R1 3 $Input1 $Input2 --output_dir trim_PE/. Reads were mapped to the *Drosophila melanogaster* genome build dm6 using STAR. Reads that fell within gene regions were counted with STAR using Ensembl annotation BDGP6.84, with star_pass1 and star_pass2 the same as for easyCLIP (above).

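How gene size enters the RPKM differs from gene to gene. Of the 15463 detected genes, 6959 have more than 1 annotated isoform, and in 465 of them (3.01% of the detected genes) the longest isoform exceeds the median isoform by more than 1.5-fold. The isoforms of *cycB* run from 2548 to 2633 nt, so taking the longest one changed its mean to 38.4 RPKM. The union of its exons is 3047 nt and gave 30.9 RPKM in replicate 1 and 35.5 RPKM in replicate 2. The annotated *cycB-RA* carries a 3′ UTR of 773 nt, whereas the paper describes a 3′ UTR of 130 nt in spermatocytes. With that shorter end the transcript measures 1990 nt, and the same counts gave 47.3 RPKM in replicate 1 and 54.4 RPKM in replicate 2. This last size was chosen after the values were seen. *syp* has 20 annotated isoforms of 2214 to 8675 nt, and their median of 3145.5 nt was used. Counts per gene do not tell the isoforms apart.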

RPKM was calculated using as ‘gene size’ the median length of the transcript isoforms of the gene. Samtools was used to create .bw files for visualization (same as for easyCLIP). A list of genes expressed in spermatocytes and spermatids was obtained from single-cell RNA-seq data using the threshold ‘expressed above 0 in at least 10% of [spermatocytes/spermatids]’ (Raz et al., 2023).

### Western blotting

Samples were run on 10% or 4-15% TGX pre-cast gels with ten wells with 50 µl well volume (Bio-Rad, #4561034 and #4561084). Proteins were transferred overnight onto PVDF membrane (wetted briefly with methanol) in methanol-free transfer buffer (25 mM Tris, 192 mM glycine) at 100 mA constant current, at 4°C with stirring. After transfer, the membrane was blocked for at least 1 h in 5% milk in Tris-buffered saline (TBS), then placed in a 4×4 inch resealable plastic zip lock bag, to which 2.5 ml 5% milk/TBS plus primary antibody was added in an even stream across the surface of the membrane. Excess air was released before sealing the bag, and then the antibody solution was massaged back and forth over the membrane for 1 min, and incubated for 1 h at RT. The membrane was rinsed briefly in 5% milk/TBS before a similar incubation step in HRP-conjugated secondary antibody. It was then washed vigorously in TBS on a shaker for 2 h. The membrane was incubated with Western Lightning Plus-ECL detection reagents (Perkin Elmer, #NEL104001EA), sandwiched between layers of Saran Wrap, and exposed to HyBlot CL film (Thomas Scientific, #1141J52). Primary antibodies used were as follows: mouse anti-GFP (Millipore Sigma, 11814460001, 1:2000); rabbit anti-HA (Cell Signaling Technology, 3724S, 1:2000); mouse anti-V5 (Thermo Fisher Scientific, R960-25, 1:1000); guinea pig anti-Syp (Davis lab, McDermott et al., 2014, 1:20,000); mouse anti-Tubulin (Cell Signaling Technology, #3873S, 1:500).

### Immunostaining

For anti-CycB staining, testes were dissected in 1× PBS, fixed in 1 ml ice-cold methanol (5 min), washed in 1 ml ice-cold acetone (2 min) and then washed in 1 ml room-temperature PBS+0.1% Triton (PBSTr). Testes were blocked for 30 min in 1 ml 3% BSA/PBSTr and incubated in anti-CycB (mouse F2F4, Developmental Studies Hybridoma Bank) overnight at 1:50 in 3% BSA/PBSTr at 4°C. After a 1 h wash in 1 ml 3% BSA/PBSTr, testes were incubated in secondary antibody (Alexa Fluor-conjugated donkey anti-mouse 488, Molecular Probes, 1:200) for 2 h in the dark at RT. After two 10-min washes in PBSTr, testes were transferred to a slide, where the liquid was removed and replaced with one drop of DAPI-containing Vectashield (Vector Labs). A 22×40 mm coverslip was placed on top and secured with nail polish. Samples were imaged within a few hours of mounting.

For all other antibodies, testes were dissected in 1× PBS in a 1.7 ml Eppendorf tube, fixed in 1 ml 4% formaldehyde/PBS for 30 min, washed briefly in 1 ml PBSTr, and permeabilized in 1 ml 0.3% sodium deoxycholate/0.3% Triton X-100/PBS for 30 min. After a quick wash in PBSTr, samples were processed through block, primary antibody, wash, secondary antibody, washes and mounting, as described above. Primary antibodies used were: rabbit anti-Syp (Rossi and Desplan, 2020, 1:200), anti-Tj (guinea pig; a gift from D. Godt, University of Toronto, Canada, 1:100), rabbit anti-HA (3724S, Cell Signaling Technology, 1:100) and chicken anti-GFP (Abcam, #13970, 1:10,000). Alexa Fluor-conjugated secondary antibodies – donkey anti-rabbit 488, anti-guinea pig 549, anti-chicken 488 and anti-rabbit 568 – from Molecular Probes were used at 1:200.

### Single-molecule FISH

Testes were dissected from 1-2 day old flies in 1× PBS, fixed in 5% formaldehyde for 30 min, then permeabilized by incubation in PBS with 0.3% Triton X-100 and 0.6% sodium deoxycholate for 30 min at RT. After permeabilization, we followed the conventional smFISH protocol in *Drosophila* (Trcek et al., 2017) while using the primary/secondary probe strategy from the inexpensive version (Tsanov et al., 2016; Gallicchio et al., 2021). Samples were mounted using 10 µl of ProLong™ Diamond Antifade Mountant with DAPI (Thermo Fisher Scientific). Primary probes against the *cycB* and *loopin-1* RNAs (listed in Tables S1 and S2, respectively) were designed using the Biosearch Technologies Stellaris probe Designer (version 4.2). The Flap sequence TTACACTCGGACCTCGTCGACATGCATT was added to the 5′ end of each probe. A secondary probe complementary to the Flap sequence was tagged with fluorophore CAL Fluor Red 610.

Imaging of smFISH samples was performed using a Leica SP8 Inverted Tandem Head confocal microscope and LAS X v3.5.7.23225 software (Cell Science Imaging Facility, Stanford University). Images were all taken at 40× magnification using the built-in tiling function to reconstruct the entire testis. The quantification of smFISH signal in Figs 5 and 9 was performed on three testes per genotype, then averaged to give the values shown. An *n* of three testes for imaging was chosen because of the reliability of the technique and limited time on a shared resource. Relative fluorescence intensity was calculated for each testis by using FIJI to measure mean gray value (MGV) in squares of mid-stage and late-stage spermatocyte cytoplasm (5+ per testis) as well as squares of background staining (3+ per testis) from early spermatocytes (which have not yet turned on *cycB* from the spermatocyte promoter), then subtracting the average MGV of background from the average MGV of mid/late spermatocytes.

### Microscopy

Images from immunostaining and phase-Hoechst staining were captured by a Photometrics CoolSNAP CCD camera connected to a Zeiss Axioskop microscope, with fluorescence illumination provided by an X-Cite 120 excitation light source. Phase imaging was conducted on the above setup (Fig. 4A-D) or with a Spot RT3 CCD camera affixed to a Zeiss Axioskop microscope (Fig. 4G-I, Fig. 5D-F). For Fig. 5D-F, overlapping photos were taken at 20× and stitched together in Photoshop Elements. For scoring meiotic entry and exit (Fig. 4), nuclei were not considered round enough to count as ‘meiotic entry’ if they were olive or teardrop shaped, or if they had a lot of wobble when the focus shifted along the *z*-axis. Cells were not scored as round spermatids if the mitochondrial derivative was smudgy or lacked a smooth circumference.

## Supplementary Material

Click here for additional data file.

10.1242/develop.201709_sup1 Supplementary information Click here for additional data file.

# Supplementary material for: Cell-type-specific interacting proteins collaborate to regulate the timing of Cyclin B protein expression in male meiotic prophase
**Source:** Development. 2023 Nov 27;150(22):dev201709. doi: 10.1242/dev.201709
**Supplement:** Supplementary information

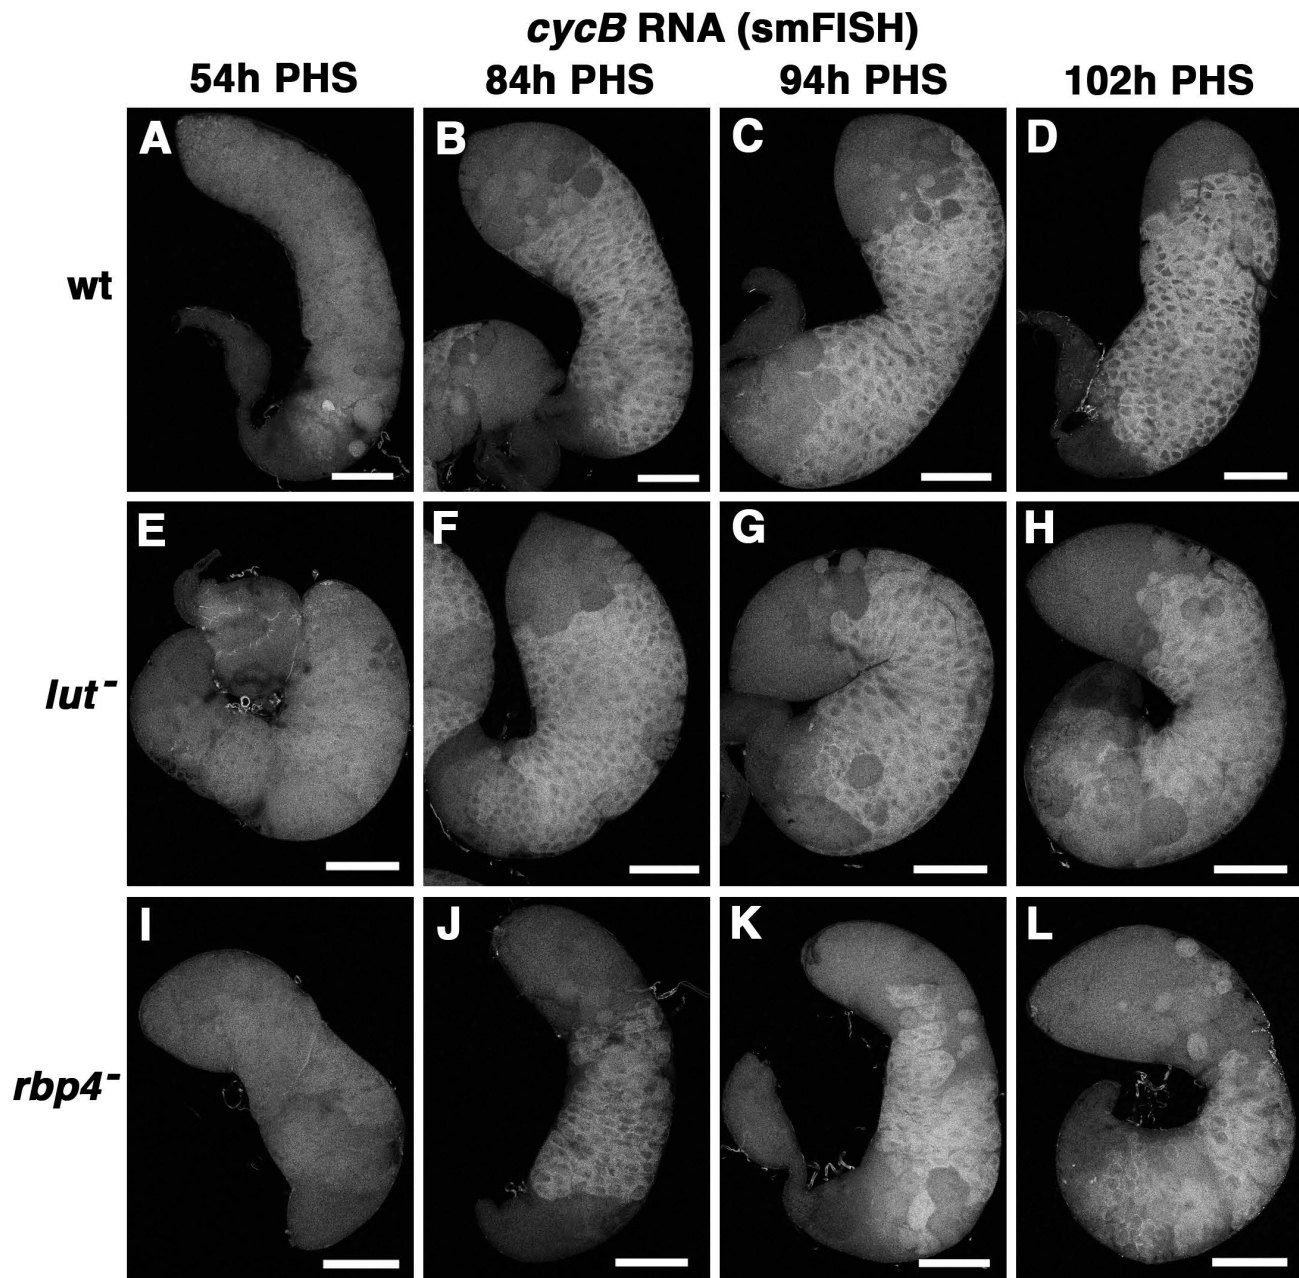

**Fig. S1.** smFISH with *cycB* probes on (A-D) wt, (E-H) *lut*, and (I-L) *rbp4* mutants at 54h, 84h, 94h, and 102h PHS. Scale bars: 100  $\mu$ m.

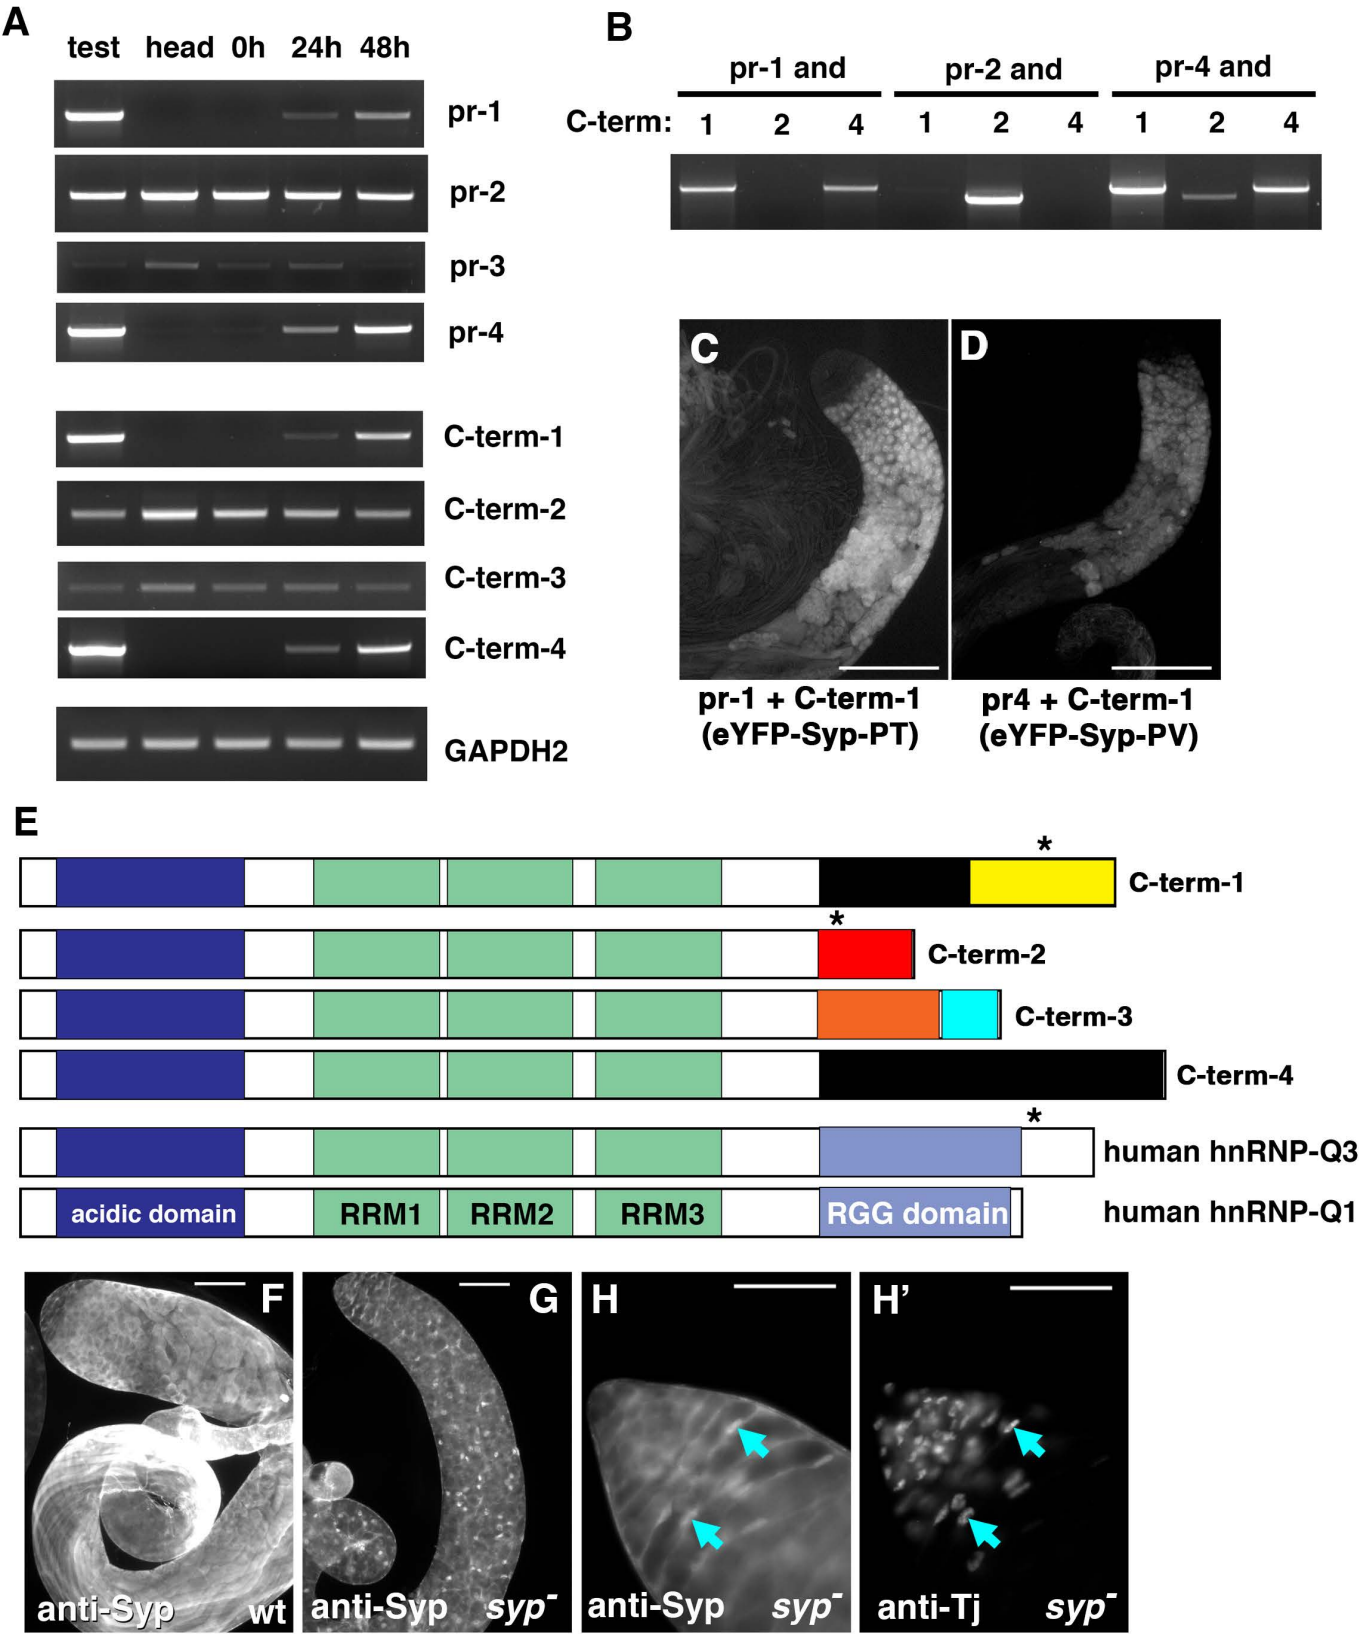

**Fig. S2.** (A) RT-PCR of the four *syp* promoters (rows 1-4), the *syp* C-terminal variants (rows 5- 8), and *GAPDH2* (last row) from cDNA from testis, head, and time-course testes (0h [*bam*], 24h, and 48h PHS). (B) RT-PCR from testis cDNAs for several pairwise combinations of promoters and C-termini, as indicated. (C,D) live fluorescence imaging of (C) eYFP-Syp-PT (promoter 1 + C-term-1) and (D) eYFP-Syp-PV (promoter 4 + C-term-1). Both reporter proteins localized to the nucleus in early spermatocytes (consistent with the NLS encoded in C-term-1) but largely shuttled to the cytoplasm in later spermatocytes. Scale bar: 200  $\mu$ m. (E) Diagram of predicted Syp proteins, with two isoforms of human HNRNPQ at bottom. Black asterisks indicate nuclear localization signals (NLSes). The acidic domain is enriched for aspartic acid and glutamic acid residues; the RRM domains are classic RNA-binding domains; and the RGG domain in human HNRNPQ is enriched in arginine-glycine-glycine repeats. (F,G) anti-Syp (rabbit) on (F) wild-type and (G) *syp* mutant testes. Scale bar: 100  $\mu$ m. (H,H') High-magnification view of the testis apical tip from *syp* mutant male stained with (H) rabbit anti-Syp and (H') anti-Tj. Arrows: somatic nuclei expressing both proteins. Scale bar: 50  $\mu$ m (H,H').

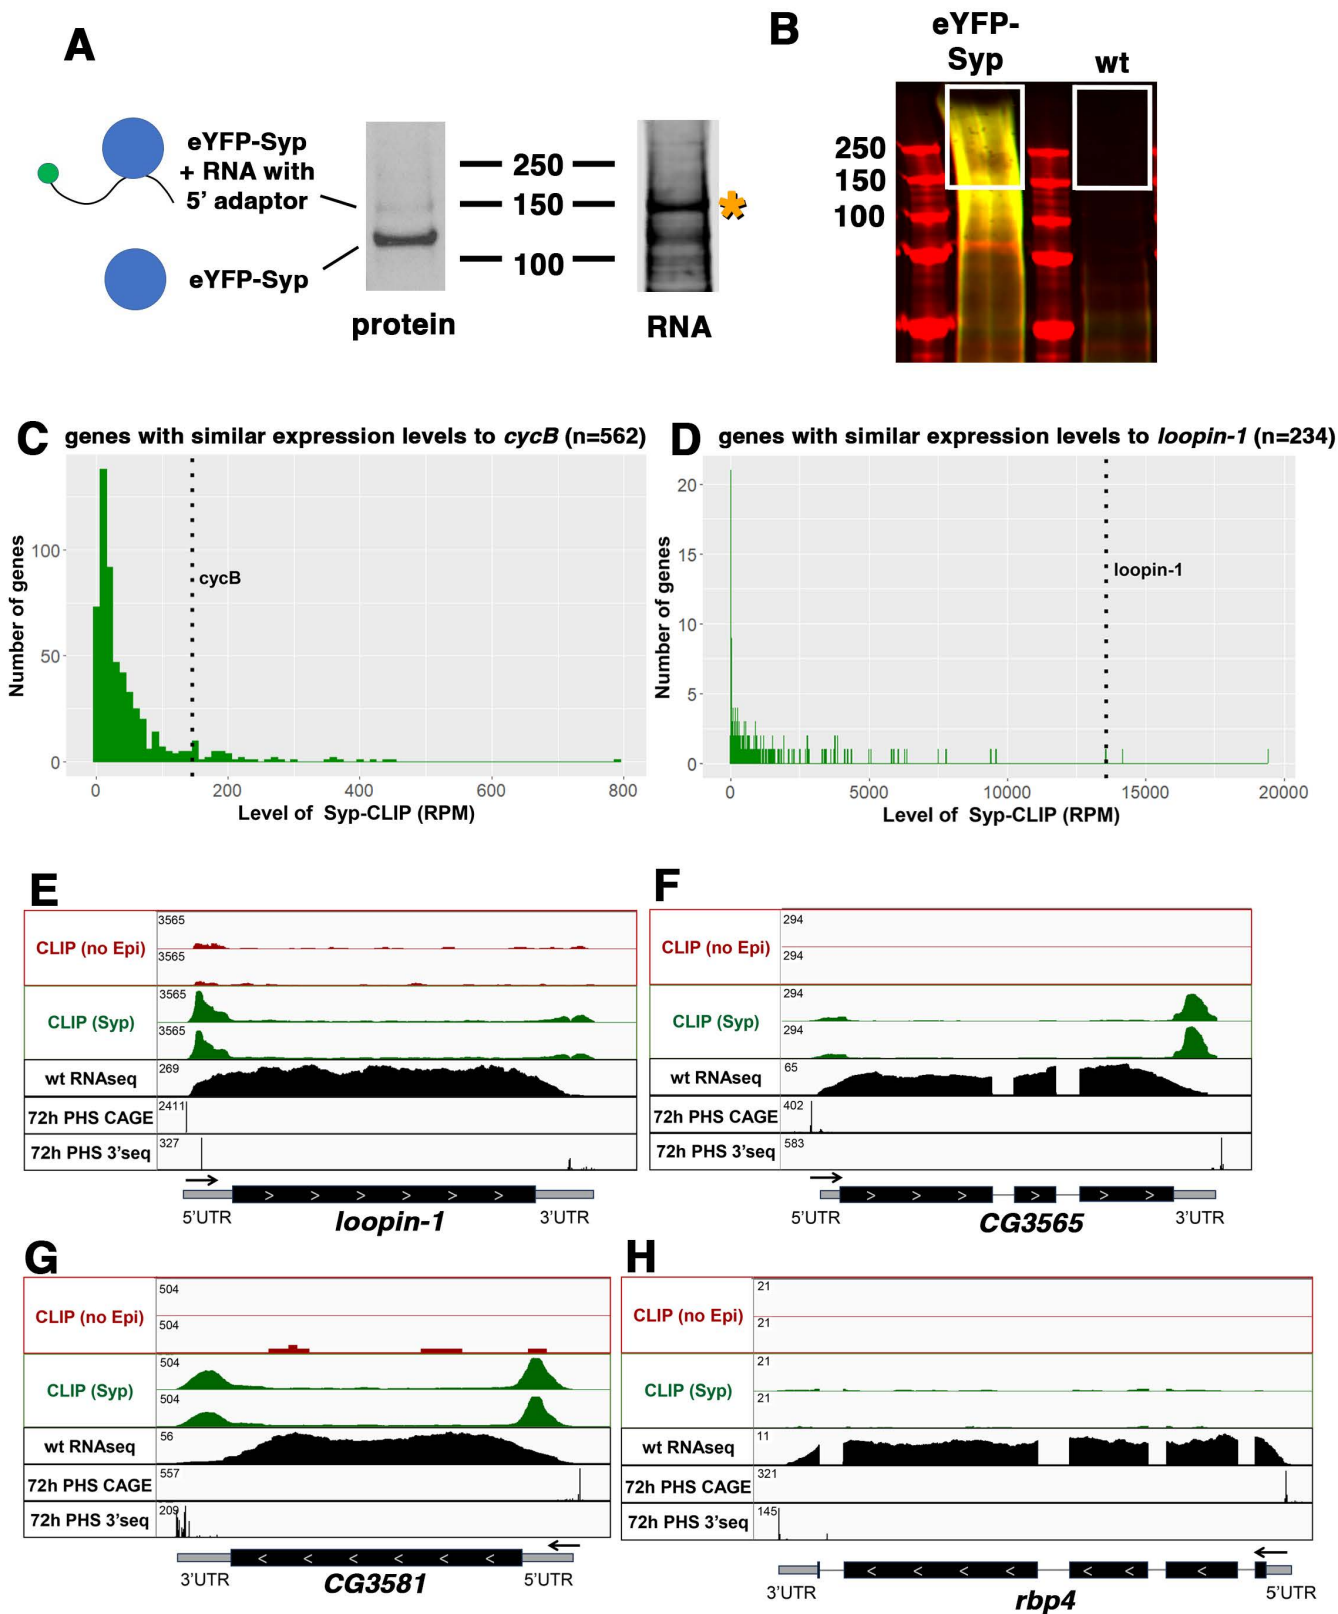

**Fig. S3. Supplemental CLIP data and methodology.** (A) Images of membrane from CLIP pilot experiment, showing (left) eYFP-Syp protein (western blot) and (right) RNA bound to eYFP-Syp (orange asterisk). eYFP-Syp alone migrated at ~135 kD; eYFP-Syp bound to RNAs with a 5' adapter attached migrated at ~150 kD. (B) Image of membrane from easyCLIP experiment showing RNAs recovered with immunoprecipitated eYFP-Syp (left lane). The portions of the membrane marked with white boxes were cut out to make libraries for both eYFP-Syp and *w<sup>1118</sup>* (no epitope) control samples (see Methods). (C) Histogram of 562 spermatocyte-expressed genes with similar expression levels to *cycB* (*cycB* expression level  $\pm$  5 RPKM), distributed along the x axis by increasing abundance of Syp CLIP level (RPM). Level of Syp-CLIP at *cycB* is marked by a black vertical dotted line. (D) Histogram of 234 spermatocyte-expressed genes with similar expression levels to *loopin-1* (*loopin-1* expression  $\pm$  700 RPKM), distributed along the x axis by increasing abundance of Syp CLIP level (RPM). Level of Syp-CLIP at *loopin-1* is marked by a black vertical dotted line. (E-H) IGVs of (E) *loopin-1* (F) *CG3565* (G) *CG3581* (H) *rbp4*. IGV tracks are the same as in Figure 5Q.

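The paper used the RPKM of wild-type testes to choose which RNAs to set beside *cycB*, and compared them by CLIP reads. The RNA-seq counts give the abundance of the genes in this window before division by gene size. *cycB* stood at 101 ± 10.0 CPM (SD, n = 2), where CPM is the count scaled to the library size but not to the length of the gene. The other 463 detected genes within 5 RPKM of *cycB* had a median of 55.6 CPM, with quartiles of 35.9 and 86.1 CPM. In 382 of them, or 82.5%, the mean CPM was lower than that of *cycB*. The median gene size of these genes was 1414 nt, and 384 of them were smaller than *cycB*. By RPKM, on which the window is centred, *cycB* lay above 52.9% of them. Among them 438 were protein-coding. These genes were not restricted to those expressed in spermatocytes, since the single-cell list was not used here.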

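In the window around *loopin-1*, the gene stood at 2956 ± 219 CPM (SD, n = 2), against a median of 1065 CPM for the other 73 detected genes. Of these, 71 had a lower mean CPM than *loopin-1*, or 97.3%. With replicate 2 alone the share was 93.5%, and with replicate 1 alone it was 100%. The median gene size of the others was 921 nt, against 2050 nt for *loopin-1*. The window of 700 RPKM equals 48.5% of the RPKM of *loopin-1*, whereas 5 RPKM is 12.8% of that of *cycB*. Since expressed genes become scarcer toward high RPKM, the window around *loopin-1* was not filled evenly. Its other genes had a median of 1013 RPKM, and 17 of them lay above *loopin-1*.

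**Figure D2:**
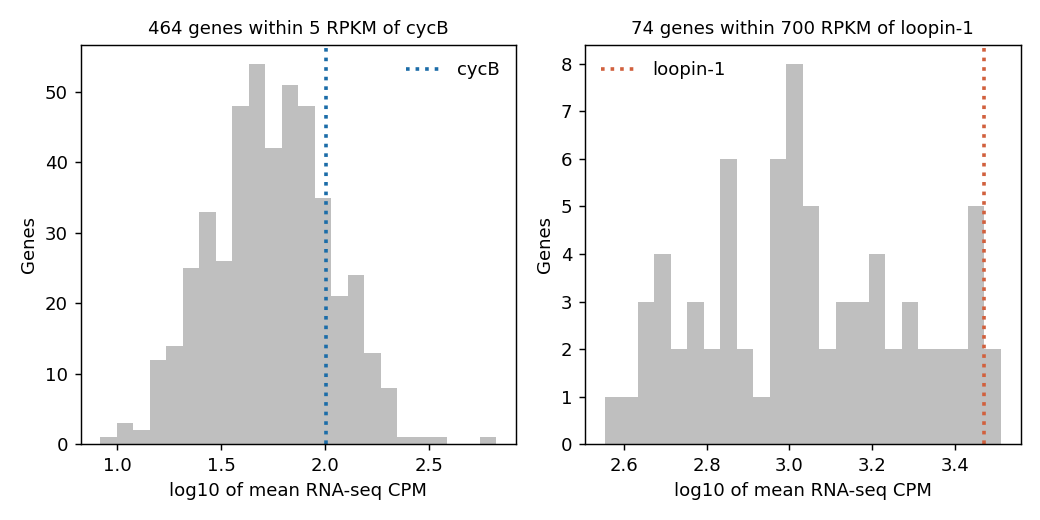
Number of genes by log10 of mean RNA-seq CPM in wild-type testes, for the 464 genes within 5 RPKM of *cycB* (left) and the 74 genes within 700 RPKM of *loopin-1* (right). Dotted lines mark *cycB* at 101 CPM, above 82.5% of the other genes, and *loopin-1* at 2956 CPM, above 97.3%.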

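Of the other genes shown, *CG3565* (FBgn0035034) lies on the plus strand of chromosome 2R from 24602472 to 24603488 and has 1 annotated isoform of 899 nt. Its RNA-seq level in wild-type testes was 320.6 RPKM in replicate 1 and 317 RPKM in replicate 2, a mean of 319 ± 2.22 (SD, n = 2). *CG3581* (FBgn0038697), on the minus strand of chromosome 3R from 19373757 to 19374789, lies inside *Ino80* on the same strand without sharing exon sequence with it. It reached 281 ± 2.87 RPKM (SD, n = 2). *rbp4* (FBgn0010258), on the minus strand of chromosome 3R from 13654556 to 13656394, was lower, at 60.1 and 72.1 RPKM in the replicates and 66.1 ± 8.51 RPKM on average (SD, n = 2). The level of *rbp4* was 1.69 times that of *cycB*, and both replicates of *rbp4* were above both replicates of *cycB*. *CG3565* and *CG3581* differed by 1.14-fold, which exceeded the SD of either gene. *loopin-1* was 4.52 times as high as *CG3565*. Opposite-strand counts were few at these genes, with 20 and 27 at *CG3565*, 13 and 15 at *CG3581*, and 2 and 4 at *rbp4* in replicates 1 and 2.

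**Figure D3:**
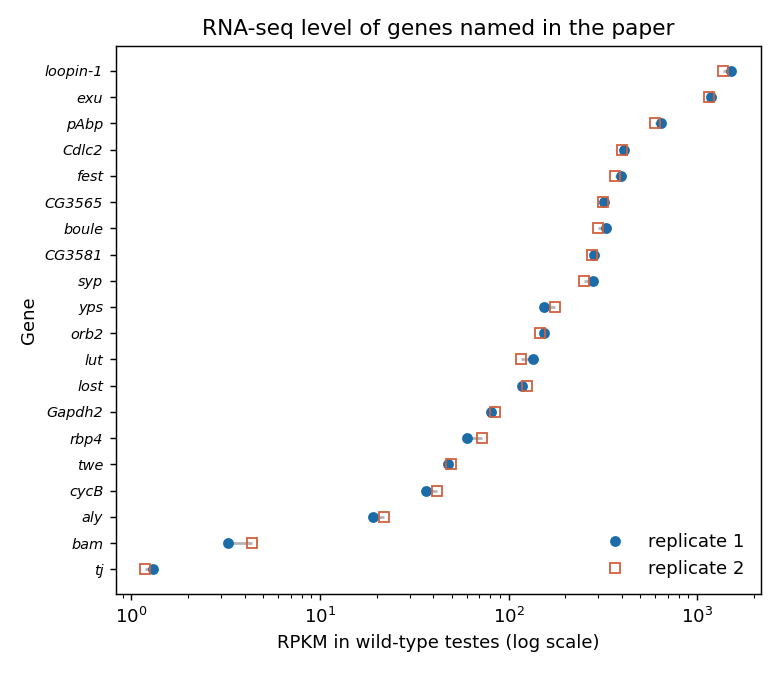
RPKM in wild-type testes (log scale) of genes named in the paper, with replicate 1 as filled circles and replicate 2 as open squares, joined by a line. Values run from 1.24 RPKM for *tj* to 1442 RPKM for *loopin-1* (means of 2 replicates).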

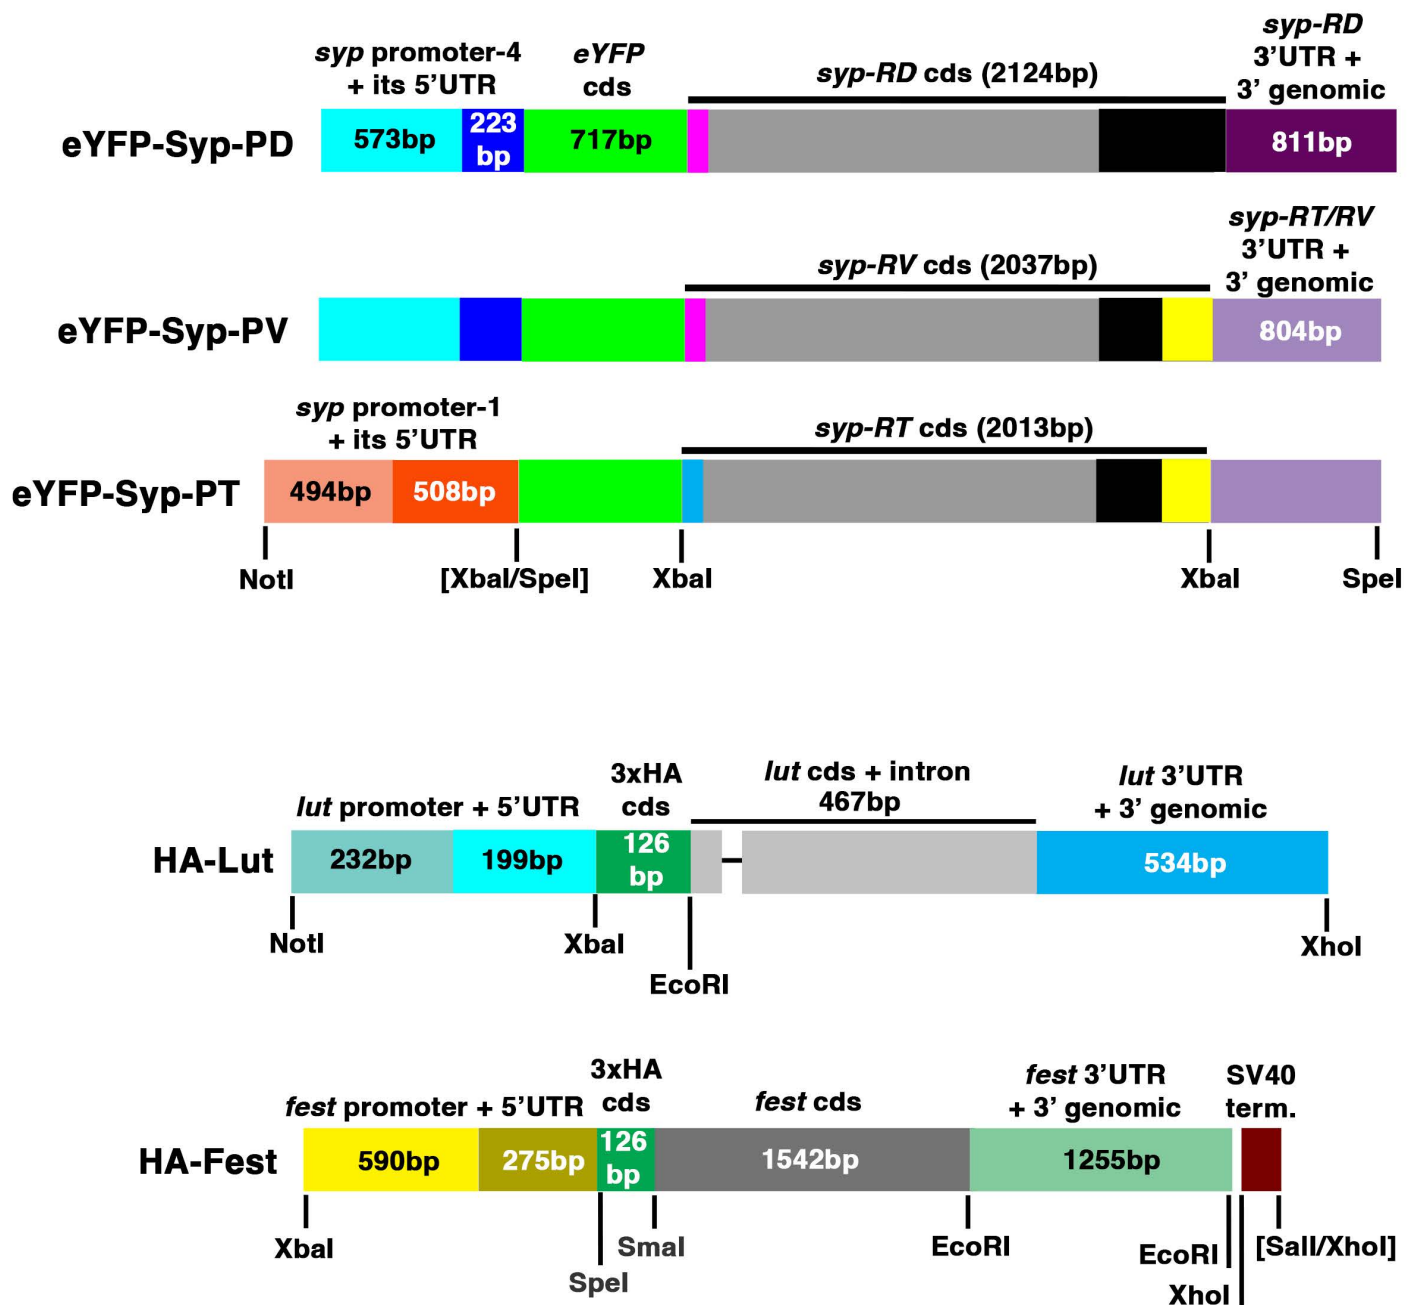

**Fig. S4. Diagram of new transgenes described in Materials and Methods.** Not shown: V5- Lut, which is similar to HA-Lut but with a V5 coding sequence (42bp) in place of 3xHA.

**Table S1. *cycB* primers for smFISH.**

|                                                  |
|--------------------------------------------------|
| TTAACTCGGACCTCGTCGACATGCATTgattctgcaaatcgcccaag  |
| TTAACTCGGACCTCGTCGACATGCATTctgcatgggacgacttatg   |
| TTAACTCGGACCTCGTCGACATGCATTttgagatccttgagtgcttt  |
| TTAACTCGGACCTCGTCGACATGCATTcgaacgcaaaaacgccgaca  |
| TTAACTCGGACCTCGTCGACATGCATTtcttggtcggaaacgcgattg |
| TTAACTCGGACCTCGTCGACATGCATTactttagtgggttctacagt  |
| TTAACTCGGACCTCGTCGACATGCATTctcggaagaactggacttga  |
| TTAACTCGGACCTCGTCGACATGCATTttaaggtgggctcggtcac   |
| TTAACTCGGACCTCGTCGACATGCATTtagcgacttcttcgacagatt |
| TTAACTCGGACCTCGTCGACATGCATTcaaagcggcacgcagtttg   |
| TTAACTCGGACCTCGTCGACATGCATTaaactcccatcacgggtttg  |
| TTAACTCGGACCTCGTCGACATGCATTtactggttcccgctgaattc  |
| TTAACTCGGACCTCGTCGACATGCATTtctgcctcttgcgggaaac   |
| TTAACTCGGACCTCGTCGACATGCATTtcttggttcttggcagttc   |
| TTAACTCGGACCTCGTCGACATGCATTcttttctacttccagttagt  |
| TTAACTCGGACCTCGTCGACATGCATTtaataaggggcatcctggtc  |
| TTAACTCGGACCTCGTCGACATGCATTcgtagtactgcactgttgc   |
| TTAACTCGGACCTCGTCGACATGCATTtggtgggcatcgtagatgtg  |
| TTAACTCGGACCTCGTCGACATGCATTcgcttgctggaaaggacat   |
| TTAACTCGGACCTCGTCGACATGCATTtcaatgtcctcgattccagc  |
| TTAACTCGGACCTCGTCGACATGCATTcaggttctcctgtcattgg   |
| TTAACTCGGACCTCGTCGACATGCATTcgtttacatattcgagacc   |
| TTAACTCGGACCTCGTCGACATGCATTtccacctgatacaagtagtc  |
| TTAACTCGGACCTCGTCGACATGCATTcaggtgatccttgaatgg    |
| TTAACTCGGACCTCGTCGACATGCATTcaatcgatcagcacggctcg  |
| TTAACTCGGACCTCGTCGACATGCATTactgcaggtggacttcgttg  |
| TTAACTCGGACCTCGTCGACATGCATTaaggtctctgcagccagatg  |
| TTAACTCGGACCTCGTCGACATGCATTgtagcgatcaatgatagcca  |
| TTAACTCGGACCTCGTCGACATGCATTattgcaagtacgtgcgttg   |
| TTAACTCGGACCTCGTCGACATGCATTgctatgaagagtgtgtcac   |
| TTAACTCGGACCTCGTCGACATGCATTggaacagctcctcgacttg   |
| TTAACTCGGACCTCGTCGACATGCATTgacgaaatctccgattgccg  |
| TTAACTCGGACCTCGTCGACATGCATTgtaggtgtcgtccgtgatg   |
| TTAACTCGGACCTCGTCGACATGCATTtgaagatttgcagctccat   |
| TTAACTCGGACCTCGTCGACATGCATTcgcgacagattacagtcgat  |
| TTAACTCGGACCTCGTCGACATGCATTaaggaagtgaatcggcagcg  |
| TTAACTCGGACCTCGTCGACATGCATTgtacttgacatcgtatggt   |
| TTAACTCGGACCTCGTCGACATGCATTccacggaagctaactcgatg  |
| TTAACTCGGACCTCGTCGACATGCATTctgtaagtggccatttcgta  |
| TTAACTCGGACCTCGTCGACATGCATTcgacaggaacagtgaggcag  |

|                                                 |
|-------------------------------------------------|
| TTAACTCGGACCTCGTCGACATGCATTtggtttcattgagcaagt   |
| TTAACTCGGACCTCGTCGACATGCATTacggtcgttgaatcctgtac |
| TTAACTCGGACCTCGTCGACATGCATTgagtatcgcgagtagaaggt |
| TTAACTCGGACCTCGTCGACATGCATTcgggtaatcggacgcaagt  |
| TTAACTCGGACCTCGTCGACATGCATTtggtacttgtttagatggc  |
| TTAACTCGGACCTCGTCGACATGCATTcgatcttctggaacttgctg |
| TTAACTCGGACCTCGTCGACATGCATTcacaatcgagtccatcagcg |

**Table S2. *loopin-1* primers for smFISH**

|                                                  |
|--------------------------------------------------|
| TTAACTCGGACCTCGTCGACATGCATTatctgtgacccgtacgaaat  |
| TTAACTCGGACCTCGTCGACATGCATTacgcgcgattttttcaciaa  |
| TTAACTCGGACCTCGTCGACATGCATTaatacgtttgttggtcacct  |
| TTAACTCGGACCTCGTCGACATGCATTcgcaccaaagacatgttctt  |
| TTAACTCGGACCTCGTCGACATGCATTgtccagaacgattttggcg   |
| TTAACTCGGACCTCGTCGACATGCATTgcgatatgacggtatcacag  |
| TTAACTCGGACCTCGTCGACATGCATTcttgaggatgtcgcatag    |
| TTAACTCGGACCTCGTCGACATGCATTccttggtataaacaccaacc  |
| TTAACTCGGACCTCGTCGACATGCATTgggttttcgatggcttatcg  |
| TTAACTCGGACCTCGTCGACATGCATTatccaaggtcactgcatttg  |
| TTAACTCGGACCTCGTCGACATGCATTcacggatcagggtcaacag   |
| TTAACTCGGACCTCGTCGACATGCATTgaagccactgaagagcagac  |
| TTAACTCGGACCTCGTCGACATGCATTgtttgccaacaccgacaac   |
| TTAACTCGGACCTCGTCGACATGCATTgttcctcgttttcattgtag  |
| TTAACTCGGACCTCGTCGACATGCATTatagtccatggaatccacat  |
| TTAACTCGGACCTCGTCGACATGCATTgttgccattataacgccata  |
| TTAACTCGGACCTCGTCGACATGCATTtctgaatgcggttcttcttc  |
| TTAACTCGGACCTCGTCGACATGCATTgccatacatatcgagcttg   |
| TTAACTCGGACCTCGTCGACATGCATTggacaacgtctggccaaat   |
| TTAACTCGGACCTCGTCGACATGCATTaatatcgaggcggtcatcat  |
| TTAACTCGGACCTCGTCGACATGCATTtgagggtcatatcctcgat   |
| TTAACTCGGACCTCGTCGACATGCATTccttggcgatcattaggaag  |
| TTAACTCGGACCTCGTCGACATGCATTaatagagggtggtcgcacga  |
| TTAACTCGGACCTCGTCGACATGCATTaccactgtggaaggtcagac  |
| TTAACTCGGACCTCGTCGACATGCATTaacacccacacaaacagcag  |
| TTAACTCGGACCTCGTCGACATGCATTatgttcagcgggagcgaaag  |
| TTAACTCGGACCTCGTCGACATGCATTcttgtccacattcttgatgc  |
| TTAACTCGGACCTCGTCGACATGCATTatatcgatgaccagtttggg  |
| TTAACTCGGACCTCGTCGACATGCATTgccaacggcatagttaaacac |
| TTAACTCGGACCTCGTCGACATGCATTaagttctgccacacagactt  |
| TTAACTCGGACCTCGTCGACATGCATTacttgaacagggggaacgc   |
| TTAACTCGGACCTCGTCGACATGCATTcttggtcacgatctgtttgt  |
| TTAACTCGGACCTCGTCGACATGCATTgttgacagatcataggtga   |
| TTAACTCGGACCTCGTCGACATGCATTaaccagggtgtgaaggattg  |
| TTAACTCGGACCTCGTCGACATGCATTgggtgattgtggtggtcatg  |
| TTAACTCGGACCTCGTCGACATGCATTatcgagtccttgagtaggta  |
| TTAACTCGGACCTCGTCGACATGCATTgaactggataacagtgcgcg  |
| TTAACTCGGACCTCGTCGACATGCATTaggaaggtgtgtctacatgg  |
| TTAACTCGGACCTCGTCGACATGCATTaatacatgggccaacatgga  |
| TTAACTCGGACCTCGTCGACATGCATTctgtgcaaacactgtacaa   |
| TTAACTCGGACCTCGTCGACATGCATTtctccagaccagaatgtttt  |
| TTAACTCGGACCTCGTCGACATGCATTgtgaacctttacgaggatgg  |
| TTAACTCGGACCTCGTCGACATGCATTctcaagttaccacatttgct  |
| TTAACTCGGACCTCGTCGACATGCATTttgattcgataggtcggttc  |
| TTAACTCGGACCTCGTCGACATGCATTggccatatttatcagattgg  |
| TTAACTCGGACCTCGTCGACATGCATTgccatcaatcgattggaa    |
| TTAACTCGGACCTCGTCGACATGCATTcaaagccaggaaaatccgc   |
| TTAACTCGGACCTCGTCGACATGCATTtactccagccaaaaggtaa   |

How the deposited data were processed for this re-analysis (not part of the article)

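RNA from whole testes of *bam-GAL4* males, the wild type of the RNA-seq experiment, was analysed in 2 biological replicates of 150 pairs of testes each. This was the only condition, so no conditions were compared and no test for differential expression was run. The sample labels give a later step at a higher rearing temperature, which the paper's RNA-seq methods do not mention. The authors trimmed the reads with trim_galore, mapped them to dm6 in 2 passes of STAR, and deposited the raw count of uniquely mapped read pairs on each gene of an Ensembl annotation. The deposited count tables hold 1 column without regard to strand and 1 column for each strand. Since the library kit is directional, the column of the sense strand was used. The 4 rows that name no gene were kept out of the library sizes. They hold unmapped pairs (22.8% of all pairs in replicate 1 and 27.2% in replicate 2), pairs that map to several places (2.70% and 2.40%), pairs outside genes (1.03% and 0.970%) and pairs that fit more than 1 gene (3.24% and 3.09%).

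CPM and RPKM were computed from the counts with the sum of the counts on genes as the library size, 76729354 in replicate 1 and 74329235 in replicate 2. At this depth *cycB* has 7221 and 8051 counts, and its replicates differ by more than counting error. As in the paper's methods, the gene size was the median length of the isoforms. Isoforms were taken from Ensembl release 115, on the same build, and 17253 of the 17559 gene IDs had a model there. A window of 5 RPKM around *cycB* and of 700 RPKM around *loopin-1* was used as in the paper, over all detected genes in place of the spermatocyte-expressed genes, whose list comes from single-cell data not analysed here. The CLIP data were not analysed here.

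The genes reported are those that the paper names, marker lists written before the data were examined (given as lists, with members of the highest CPM named), the 5 genes with the most counts, and the 5 genes with the largest ratio between replicates in each direction among genes with at least 100 counts in both together. The lists cover accessory gland, ejaculatory duct and bulb, fat body, muscle, spermatogonia, somatic cyst and hub cells, spermatocytes, spermatids and Y-linked genes. No gene is in more than 1 list. The shift of a list between replicates is the median log2 ratio of CPM of its members with at least 20 counts, with a pseudocount of 0.5 counts. It was set against 10000 random lists of the same size, each member drawn from the 100 genes nearest in mean expression, or in expression and gene size. Such a percentile describes these 2 libraries. A list with a ratio for fewer than 80% of its genes decides nothing, a limit applied to every list after the values were seen.

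Changes to the lists were made after first values had been seen. Listed genes were first matched by their current symbol alone, and then also by older symbols. This raised the ejaculatory duct and bulb list from 3 to 5 genes, which moved its median log2 ratio from -0.31 (percentile 0.580) to -0.11 (percentile 2.52), and the spermatid list from 14 to 16 genes, with a median of -0.01 both times. The genes named Sfp, Acp or Mst57D at first included *Acph-1*, an acid phosphatase gene, and had a median of 1.38 over 28 genes, against 1.39 over 27 genes without it.

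The alternatives chosen before the data were examined changed the strand of the counts, the library size (all uniquely mapped pairs, edgeR's TMM, DESeq2's size factors), the gene size (longest isoform, union of exons), the genes included (at least 10 counts in each replicate, protein-coding genes), the width of the window around *loopin-1*, and left out each replicate in turn. A further 16 settings of the library size, 6 of them with another gene size, were tried after the values were seen and were set against the numbers of genes that the paper gives for its windows. The size of *cycB* with the short 3′ UTR was also chosen after the values were seen. The biological coefficient of variation came from edgeR's common dispersion with an intercept only.

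Analyses used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. The steps were tested on simulated data drawn from the real means and library sizes. With a simulated coefficient of variation of 0.12, edgeR returned 0.120 over 13146 unchanged genes, and 0.149 over 13341 genes when the changed genes were kept in. The value of the real libraries was computed over all genes that passed the count minimum, those that differ strongly between the replicates included. A list of 20 genes raised in 1 simulated library came out at the 100th percentile, and 5.00% of 200 unchanged lists of 20 genes fell outside the central 95%.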

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

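The counts hold signal from genes and from a strand that the paper does not discuss. The test of the accessory gland list against random lists matched on expression was chosen before the data were examined, and all other tests in this part were chosen after the values of the genes concerned had been seen. The design has 1 condition, so no effect of a condition was tested. The tests bear on what each sample contained and how it was processed, and each percentile describes the 2 libraries only.

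Genes of the accessory gland, a gland next to the testis that makes seminal fluid, were present in both libraries and differed between them. The 21 genes of the list, of which 20 had counts in replicate 1 and 21 in replicate 2, summed to 113.9 CPM in replicate 1 and 322 CPM in replicate 2. All 20 members with at least 20 counts were higher in replicate 2, with a median log2 ratio of 1.54, above 100% of the random lists matched on expression. The most abundant members were *Acp36DE* at 38.4 and 112 CPM, *Acp95EF* at 24.2 and 33.5 CPM and *Acp53C14a* at 10.1 and 28.9 CPM. Matching the random lists on gene size as well left the list above 100% of them, which argues against a bias in gene length between the libraries. The other 36 genes named Sfp, Acp or Mst57D, which the list did not hold, add no evidence as a set, since 27 of them, fewer than 80%, had at least 20 counts. Of these 27, 26 were higher in replicate 2, with a median log2 ratio of 1.39. A candidate explanation is that more accessory gland tissue was carried over into replicate 2 during dissection. Expression of these genes in the testis itself was not tested and stays open.

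Other lists moved less. Median log2 ratios were 0.10 for muscle (percentile 74.8), 0.08 for fat body (66.7) and 0.05 for somatic cyst and hub cells (26.4). They were -0.01 for spermatids (27.9), 0.15 for spermatocytes (99.03) and -0.11 for ejaculatory duct and bulb (2.52). Of the 4 genes of that last list with at least 20 counts, 2 were higher in replicate 2 and 2 were lower. TMM moved the medians to 0.02 for muscle, 0.005 for fat body and -0.02 for somatic cyst and hub cells. Those for spermatids, spermatocytes and ejaculatory duct and bulb became -0.09, 0.08 and -0.18. DESeq2's size factors gave nearly the same medians. In the same order, these lists summed to 786 and 835 CPM, 4123 and 4436 CPM, 198 and 206.5 CPM, 17410 and 16588 CPM, 2806 and 2729 CPM, and 207 and 217 CPM in replicates 1 and 2. The sum of the fat body list rests on *Obp44a*, at 4004 and 4323 CPM. In the list of spermatogonia only 5 of the 7 genes had a match. All 5 were higher in replicate 2, with a median of 0.20 (97.3). The ratio of the ejaculatory duct and bulb list rests on 4 of its 6 genes. The checks of both lists are void, because fewer than 80% of their genes had a ratio, and no shift is read from either.

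Mitochondrial genes made up 36609 CPM in replicate 1 and 20249 CPM in replicate 2, or 3.66% and 2.02% of the counts. The large ribosomal RNA *mt:lrRNA*, with 2.47% and 1.30% of all counts the most abundant gene of both libraries together, had a log2 ratio of -0.93. It was not alone. The other 36 mitochondrial genes together fell from 11881 to 7251 CPM, a log2 ratio of -0.73 when *mt:lrRNA* was left out of the library sizes, which goes past the 1.5-fold limit of this test. Only 13 of these genes had at least 20 counts, so they were not read as a list, but each of the 13 was lower in replicate 2. Weaker poly(A) selection in replicate 1 would have raised RNA without a poly(A) tail there. Whether the mitochondrial RNAs themselves carry a tail was not examined. The test of this on snRNA and snoRNA genes is void, since only 21 of 289 genes had at least 20 counts (median log2 ratio 0.16), so weaker poly(A) selection stays open. So does a difference in tissue or in handling between the replicates.

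The 12 Y-linked genes of the list, taken here as transcribed in spermatocytes, summed to 348 CPM in replicate 1 and 262 CPM in replicate 2. Of the 11 genes with at least 20 counts, 10 were lower in replicate 2 and *FDY* was higher, with a median log2 ratio of -0.49. No random list (0%) was as low, whether matched on expression alone or on expression and gene size, which argues against gene length. A smaller share of spermatocytes in replicate 2 would lower the spermatocyte list. Its median log2 ratio was instead 0.15, with 14 of 17 genes higher in replicate 2. With TMM or DESeq2's size factors this median was smaller, at 0.08, and that of the Y-linked list was -0.57. The 3 spermatocyte genes that were lower without this scaling were *fest* (-0.11), *boule* (-0.14) and *lut* (-0.22). They were the most abundant of that list, so a shift among stages of spermatocytes was not excluded.

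On the strand opposite to annotated genes lay 3.00% of the strand-specific counts, 2377418 in replicate 1 and 2288818 in replicate 2. Incomplete strand selection in the library would spread over all expressed genes. The median share of opposite-strand counts was 0.260% over the 4793 genes with at least 1000 counts and no annotated gene on the other strand, well under the share over all genes, which argues against it as the whole source. Most of the signal, 86.4%, lay on genes whose exons overlap a gene of the other strand, which is what overlapping annotated transcripts would give. A further 10.7% lay on genes with no annotated gene on the other strand. Of these genes, 25 had more opposite-strand than sense counts and at least 1000 of them, and *tadr*, named after its values were seen, had 2962 and 2947 opposite-strand counts against 2350 and 2108 sense counts.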

How the results depend on the processing

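No paired analysis was possible because the files hold a single condition. The alternatives were set before the data were examined, except 16 settings of the library size and the size of *cycB* with the short 3′ UTR, which were all tried after the values were seen.

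No alternative computed for all 5 RPKM values changed their order, and *loopin-1* stayed between 1359 and 1518 RPKM in the alternatives set in advance. With the union of exons *cycB* fell to 33.2 RPKM, since that gene size is larger. With unstranded counts *CG3565* was 325.9 and *CG3581* 287 RPKM, and with all uniquely mapped pairs as the library size 300.7 and 265 RPKM, changes that exceed the SD of these genes because that SD is small. The window around *cycB* stayed within 1.5 times its 464 genes, from 432 to 566, in the alternatives set in advance. A window of the same share of the RPKM as that of *cycB* held 8 genes around *loopin-1*.

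Among the settings tried later, adding multimapping pairs to the mapped library gave 1313 RPKM for *loopin-1*, 290.5 for *CG3565* and 256 for *CG3581*. With every read pair in the count table all 5 genes fell in proportion, to 26.6 RPKM for *cycB*, 986 for *loopin-1*, 45.0 for *rbp4*, 218 for *CG3565* and 192 for *CG3581*, and the window around *loopin-1* then held 243 genes in place of 74, or 239 with the longest isoform and 278 with the union of exons. As a fixed window covers a larger share of lower values, the number of genes rises with the library size. With the union of exons and every read pair, the window around *cycB* held 838 genes, and with the longest isoform 699. Dividing the library by 0.8, 0.7, 0.65, 0.6, 0.55, 0.5, 0.4 and 0.3, which makes it larger, put 123, 216, 303, 476, 870, 2793, 15446 and 15447 genes around *loopin-1*, and at the last 6 of these divisors 719, 801, 873, 954, 1231 and 1756 genes around *cycB*.

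The percentile of *cycB* among detected genes was 77.5 with at least 10 counts in each replicate and 77.9 with protein-coding genes, since fewer low genes are counted. That of *loopin-1* was 99.69 with unstranded counts, the longest isoform, the union of exons, and in both fits that each left out 1 replicate, and 99.6 with either gene filter. Both replicates gave *loopin-1* the same percentile, so any change exceeds its spread.

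By CPM within its window, *cycB* was above 81.3% of the other genes with unstranded counts, 79.1% with the longest isoform and 81.5% with protein-coding genes, and from 81.4 to 82.6% across the fits that each left out 1 replicate, against 82.5%. The cause was not tested. With the short 3′ UTR of the spermatocyte transcript, *cycB* rose to 50.9 RPKM, a percentile of 83.9 among detected genes, and stood above 73.1% of its window by CPM. The share of *loopin-1* ranged from 93.5% to 100% in the alternatives set in advance.

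The biological coefficient of variation was 0.0893 with all detected genes, 0.0888 with DESeq2's size factors and 0.0882 with unstranded counts. It has no spread of its own with 2 replicates, and every SD is itself imprecise.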

Differences from the paper's values

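The paper reports 234 spermatocyte-expressed genes within 700 RPKM of *loopin-1*, while 74 detected genes, spermatocyte-expressed or not, were found here. None of the alternatives set before the data were examined closed the gap. They gave from 8 genes, with the narrower window, to 93 genes, without replicate 1. Of 16 settings of the library size that were chosen after seeing the values and set against the paper's number, 5 came within 1.5 times of it. With every read pair in the count table as the library size, including unmapped and multimapping pairs, the window held 243 genes with the median isoform, 239 with the longest isoform and 278 with the union of exons, all chosen after seeing the values. Dividing the library by 0.65 or 0.7, numbers that come from no method of the paper and were also chosen after seeing the values, gave 303 and 216 genes. The other 11 settings stayed outside, among them the mapped library with multimapping pairs included, with 92 genes. Because they were found by trying many settings, none is put forward as the paper's method.

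For *cycB*, the paper's 562 genes within 5 RPKM compare with 464 here, a difference of less than 1.5-fold. The union of exons, set in advance, gave 566. Of the settings chosen after seeing the values, every read pair in the count table gave 686, and the short 3′ UTR as the end of *cycB* gave 321. The genes counted here were not limited to those expressed in spermatocytes, so equal numbers would not mean equal genes.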

Other observations

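The tests on the windows of *cycB* and *loopin-1* were chosen before the data were examined, apart from the short 3′ UTR and the library size with every read pair. The windows in Fig. S3C,D were set by RPKM, which divides by gene size, and the genes in them were ranked by CLIP reads in RPM, which does not. By RNA-seq CPM alone, *loopin-1* stood above 97.3% of the other genes within 700 RPKM, and above 98.8% when the library size included every read pair in the count table. A hypothesis is that its high rank by CLIP reads could partly follow from its abundance, because the window holds mostly less abundant and shorter genes. The CLIP counts were not analysed here, so it is not known how far the CLIP rank exceeds this level. The rank is not the paper's only evidence, since from smFISH it proposes that Syp may stabilize the *loopin-1* RNA. The narrower window, of the same share of RPKM as that of *cycB*, put *loopin-1* above 100% of the others but held only 8 genes.

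*cycB* stood above 82.5% of its window by CPM, between the percentile of 90 set in advance for the same explanation and the percentile of 75 set against it. With the short 3′ UTR that the paper describes in spermatocytes as its end, it stood above 73.1%, below the lower limit, which goes against the explanation. That setting shortens *cycB* alone and leaves the other genes at their annotated ends, so it does not settle the matter. By these values, a part of transcript length in the rank of *cycB* by CLIP reads cannot be told apart from stronger binding. They fall on different sides of the lower limit by gene size, and the CLIP counts were not analysed here. The test also takes CLIP reads to follow transcript length. The paper, with a no-epitope control, found them enriched at the *cycB* UTRs. In its pulldowns, Syp was captured by probes holding the short 3′ UTR and not by coding probes.

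The 5 genes with the most counts were *mt:lrRNA*, *CG18628*, a gene whose ID has no model in the annotation used (FBgn0038762), *S-Lap7* and *CG10252*. Together they held 5.91% of the counts in replicate 1 and 4.98% in replicate 2. Among genes with at least 100 counts, 103 were over 2-fold higher and 8 over 2-fold lower in replicate 2. The largest increases were at *CG9029* (log2 ratio 3.83), *lectin-46Ca* (3.60), *Acp32CD* (3.57), *lectin-46Cb* (3.49) and *lncRNA:CR44389* (2.53), and the largest decreases at *lncRNA:noe* (-1.81), *mt:ND6* (-1.58), *mt:srRNA* (-1.53), *Gad1* (-1.50) and *mt:ND2* (-1.23). The median log2 ratio of all these genes was 0.07, and scaling by TMM or by DESeq2's size factors shifted each ratio by -0.07. The accessory gland list holds *lectin-46Ca* and *lectin-46Cb*.

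Of the genes named in the paper that are not described at a claim, *exu* was at 1172 ± 24.1 RPKM, *pAbp* at 622 ± 33.4, *Cdlc2* at 405 ± 3.92, *fest* at 379 ± 19.6, *boule* at 313 ± 20.9, *yps* at 165 ± 14.4, *orb2* at 151 ± 4.31, *lost* at 122 ± 5.50, *Gapdh2* at 82.7 ± 2.30, *twe* at 48.8 ± 1.22, *aly* at 20.5 ± 2.09, *bam* at 3.80 ± 0.793 and *tj* at 1.24 ± 0.0820 RPKM (SD, n = 2 each). *exu*, *bam* and *twe* share exon sequence with genes of the opposite strand, and *boule* and *orb2* with annotated features of the same strand, where read pairs that fit both are left out of the counts.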
